# Comprehensive analysis of aberrant alternative splicing and RNA binding proteins associated with age-related sensorineural hearing loss

**DOI:** 10.1038/s41598-025-20843-8

**Published:** 2025-10-22

**Authors:** Wei Yu, Zeping Qin, XinYu Liang, Xianbai Zhu, Guojing Tan, Baiyang Ren, Yanghong Xiang, Can Zou, Xueqin Zhou, Hongyang Wang, Anchun Deng

**Keywords:** Age-related sensorineural hearing loss, Alternative splicing regulation, RNA-binding protein, ISG15, UAP1, Computational biology and bioinformatics, Molecular biology

## Abstract

The prevalence of RNA binding proteins (RBPs) in regulating alternative splicing (AS) in age-related sensorineural hearing loss (SNHL) is unclear. To address this question, we comprehensively analyzing RNA-seq data from a mouse model to identify deregulated AS events (RASEs) and differentially expressed RNA binding proteins (DERBPs) associated with age-related SNHL, and constructed the networks between these two levels of changes. We have identified 198 and 187 RASEs related to severe and mild symptoms, respectively. Genes harboring these RASEs are significantly enriched in positive regulation of GTPase activity and cytoskeleton organization. We further identified 25 and 14 DERBPs related to severe and mild symptoms, respectively, and constructed the regulatory network between DERBPs and RASEs. Among these DERBPs, the significantly increased expression of Isg15 and Myom1, the decreased expression of Acan, as well as some of their regulated RASEs including two in Uap1 also demonstrated in cochlear transcriptomes obtained from the age-related SNHL mouse model constructed in this study. Analysis of human pluripotent stem cell-derived macrophages containing ISG15 knockout samples revealed that ISG15 is a key splicing regulator, and can directly regulate the alternative splicing of UAP1 in human cells. These findings prove insights into the involvement of a large number of alternative splicing events driven by RNA-binding proteins (RBPs) in the pathogenesis of age-related SNHL, and suggest their potentials as therapeutic targets and disease markers.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-20843-8.

## Introduction

Sensorineural hearing loss (SNHL) is a type of hearing impairment resulting from structural and functional damage to the inner ear, vestibular and cochlear nerves^1^. The cochlear hair cells (HCs), vascular wires (SVs) and spiral ganglion neurons (SGNs) are the primary structures affected. SNHL accounts for approximately 90% of all cases of hearing loss, with a prevalence of 27 to 100 per 100,000 individuals per year^2,3^. Globally, more than 50% of individuals aged 60 are affected by age-related SNHL^4^. Different types of sensorineural hearing loss (SNHL) exhibit shared biological mechanisms, such as regulation of apoptosis in cochlea^5,6^, and influence of the survival of SNHL-affected inner ear hair cells and ganglion neurons by autophagy^7,8^. The progressive loss of hair cells and neurons is a key factor in the development of the disease^9,10^^.^. The protection, regeneration, or inhibition of the apoptosis of these cells may represent a therapeutic avenue for SNHL^11–13^. However, the mechanisms underlying the onset and progression of age-related SNHL remain poorly understood.

Alternative splicing represents a distinctive phenomenon among eukaryotes, with a strong correlation with disease^14^. Approximately one-third of disease-causing mutations are associated with aberrant RNA splicing^15^Defective splicing, including alternative splicing defects, splice site mutations, and incorrect splicing, can give rise to novel isoforms and are intimately linked to the progression of SNHL^16–18^. Rohacek et al. demonstrated that the deletion of Epithelial Splicing Regulatory Protein 1 (ESRP1) results in the impairment of gene expression and splicing in the context of cochlear development and auditory function, and mutations in ESRP1 can lead to SNHL^19^. The splicing of a common SLC26A4 mutant associated with SNHL was found to be rescued by antisense oligonucleotides^16^. Additionally, Palma et al. discovered that mutations in calreticulin 23 (Cadherin 23, Cdh23) disrupted the organization of static cilia on hair cells, leading to deafness and vestibular dysfunction in mice. Alternative splicing of Cdh23 was associated with age-related hearing loss in mice^20,21^. Additionally, RNA binding protein Rbm24 is a key factor in regulating inner ear-specific AS and maintaining the auditory and motor coordination functions of the inner ear, partially by directly modulating the effect of Cdh23 splicing on hearing^22,23^. Alternative splicing (AS) is primarily regulated by RNA binding proteins (RBPs), which also play a pivotal role in the pathogenesis of SNHL^24,25^. Despite the above mentioned individual findings, a comprehensive understanding of RBP regulation of AS in age-related SNHL is still lacking. It is reasonable to propose that a large number of alternative splicing events would be changed during the pathogenesis of age-related sensorineural hearing loss (SNHL). Concurrently, the aberrant expression of RBPs in age-related SNHL may serve as a mediator to drive the aberrant alternative splicing of disease-related genes, thereby influencing the development of SNHL.

In this study, we analyzed the RNA-seq data from cochlear tissue derived from an age-related mouse model of sensorineural hearing loss (SNHL)^26^ in order to gain insights into the mechanisms of disease-related alternative splicing driven by RNA-binding proteins (RBPs), and to identify potential therapeutic targets and disease markers. Our findings revealed substantial alterations in alternative splicing in age-related SNHL and its potential regulatory functions, as well as dozens of RBPs potentially mediating these alterations. We have also validate some of the findings by obtaining another set of RNA-seq data from an age-related SNHL mouse model constructed in this study. To our knowledge, this is the first study to delineate the involvement of RBPs in age-associated SNHL using multiple RNA-seq datasets.

## Results

### Age-regulated alternative splicing is prevalent in the age-related SNHL mice

Chen et al. has recently published three sets of RNA-seq data from the cochleae of three different SNHL mouse models, including one set from age-related SNHL mice (GSE196870 in Fig. 1A). In this model, the hearing capability of 2-month-old normal mice (Ctrl), 8-month-old mice (Age8), and 12-month-old mice (Age12) was measured, which was significantly reduced in Age8 mice and further reduced in Age12 mice^26^. By using SUVA method^27^, we identified regulated alternative splicing events (RASE) that were differentially spliced between Age8 vs Age2, Age12 vs Age2, Age 12 vs Age8 mice (Fig. 1B). Based on splice site usage, SUVA normally characterizes five types of alternative splicing events (ASE), including alternative 3’ splice site (alt3p), alternative 5’ splice site (alt5p), intron retention (ir), a pair of splice sites being contained in another pair of splice site (contain) and a pair of splice sites being overlapped with another pair of splice site (olp). It is shown that the the majority if RASEs were alt5p and alt3p types (Fig. 1B). SUVA classification of ASEs is based on each individual splice site, whereas two pairs of splice sites are involved in defining classical ASEs. Reclassification of SUVA RASEs to the classical alternative splicing events revealed that A5SS (alternative 5’ splice site) was the most frequently occurring RASE, consistent with the SUVA classification (Fig. 1C). The SUVA analysis indicated that a significant proportion of these alternative splicing events were complex splicing events, suggesting that the splicing regulation in cochlear tissue is a sophisticated (Fig. 1D). Furthermore, the Age12 and Age8 groups displayed a more diverse range of differential alternative splicing events compared to the other two comparisons (Fig. 1D), indicating that cochlear alternative splicing in highly regulated by ages and therefore may be related to hearing loss.

**Fig. 1:**
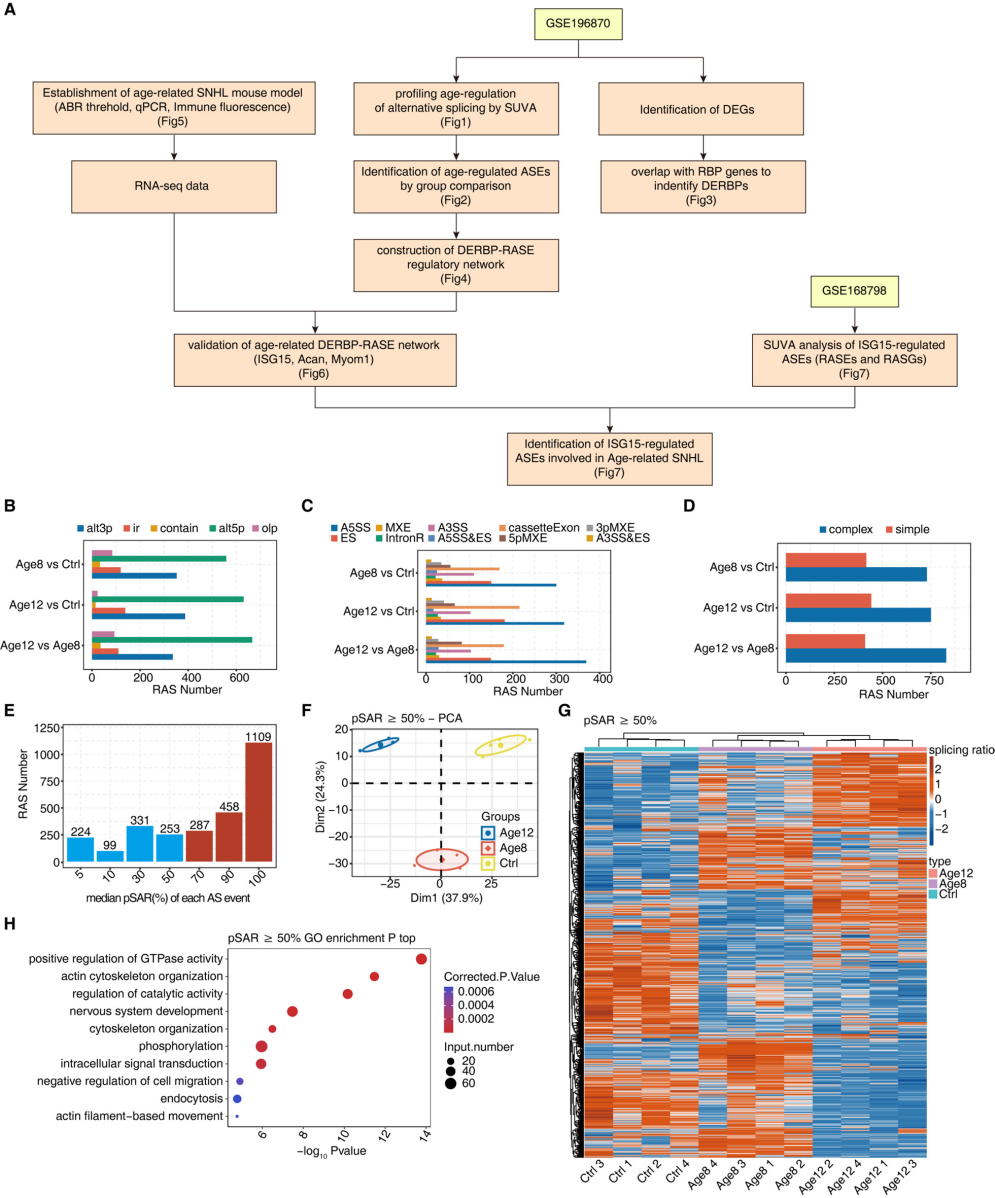
Age-regulated alternative splicing in the age-related SNHL mice. (**A**). Flowchart illustrating the datasets, data analysis and validation strategies of this study. (**B**) Five types of RAS events (RASEs) from three comparisons identified using SUVA. (**C**) Corresponding SUVA-identified RASEs to classical alternative splicing events, A5SS, cassetteExon, ES, A3SS are the most occurring alternative alternative splicing events. (**D**) Bar graph demonstrating RASE with complex splicing and simple plicing. (**E**) Barplot of RASE numbers according to their pSAR value, and1,854 RASEs with pSAR > = 50% were selected for downstream analysis. (**F**) Principal component analysis (PCA) using their splice ratio values using 1,854 RASEs with pSAR > = 50%. (**G**) Heatmap showing RASEs with pSAR > = 50% in samples from Ctrl, Age8, and Age12 groups based on the difference in splice ratio values. (**H**) The scatter plot of GO pathways enriched by RASGs containing 1852 RASEs with pSAR > = 50% in samples.

We obtained 1854 major splicing events (pSAR > = 50%) for subsequent investigation (Fig. 1E). The principal component analysis of these major splicing events revealed that the Ctrl, Age8, and Age12 groups were significantly separated. Please be noted that the splice ratio of each splice event was used for analysis. This suggests that alternative splicing is deregulated during aging, which represents a critical parameter to distinguish different ages of cochleae (Fig. 1F). The heatmap illustrates the splicing ratio of RAS (pSAR ≥ 50%) across three distinct comparison groups, indicating the presence of a significant fraction of Age12-specifc RASEs which were either upregulated or downregulated in Age12 mice. There are also RASE shared by Age8 and Age12 mice (Fig. 1G). The functional enrichment of genes containing major splicing events were shown in Fig. 1H.

Because aging is a major factor in hearing loss, we proposed that the RASEs between the older cochleae (Age8 and Age12) and the young control (Age2) may be involved in the pathogenesis of age-related sensorineural hearing loss. To test this hypothesis, we performed GO function enrichment analysis. The results showed that the genes containing these age-regulated RASGs are predominantly enriched in the positive regulation of GTPase activity and actin cytoskeleton organization, and both of which play important roles in hearing^28^. We noticed that age-regulated RASGs were also significantly enriched in nervous system development, which further underscore the importance of age-regulated alternative splicing in the pathogenesis of age-related SNHL.

### Identification of age-regulated alternative splicing events (RASE) and genes (RASGs) associated with age-related sensorineural hearing loss

To further study the involvement of age-regulated alternative splicing events in the pathogenesis of age-related SHNL, we focused on two classes of RASEs. One class is composed of those shared by Age8 vs control and Age12 vs control, which is called Shared RASEs hereafter (Fig. 2A). Given that both Age8 and Age12 displayed hearing loss symptoms, though that of Age12 is more severe^26^, we rationalized that the Shared RASEs should be more related to the mild hearing loss. We defined the RASEs present in both the Age12 vs Age8 and Age12 vs Ctrl comparison groups as the Age12-specific RASEs, which should be more related to severe hearing loss (Fig. 2A). A total of 198 Age12-specific RASEs and 187 Shared RASEs were identified (Fig. 2A). The heatmap illustrates a clear discrepancy of the splicing ratio of Age12-specific RASEs between the Age12 group and the Ctrl and Age8 groups (Fig. 2B). When genes containing the Age12-specific RASEs were subjected to GO functional clustering analysis, it was found that genes containing these Age12-specific RASEs were mainly enriched in positive regulation of GTPase activity, actin polymerization or depolymerization, regulation of cell shape, and matrix adhesion-dependent cell spreading (Fig. 2C). The dynamics of the splice ratio of the Shared RASEs were also plotted, demonstrating a sharp discrepancy between the control group and the Age8 and Age12 groups (Fig. 2D). Genes containing Shared RASEs were enriched in GO biological pathways including cytoskeletal composition, positive regulation of GTPase activity (Fig. 2E). The KEGG pathways enriched by the Age12-specific and Shared RASGs were analyzed and presented in Figure S1, revealing the presence of additional hearing-related function axon guidance^29^.

**Fig. 2:**
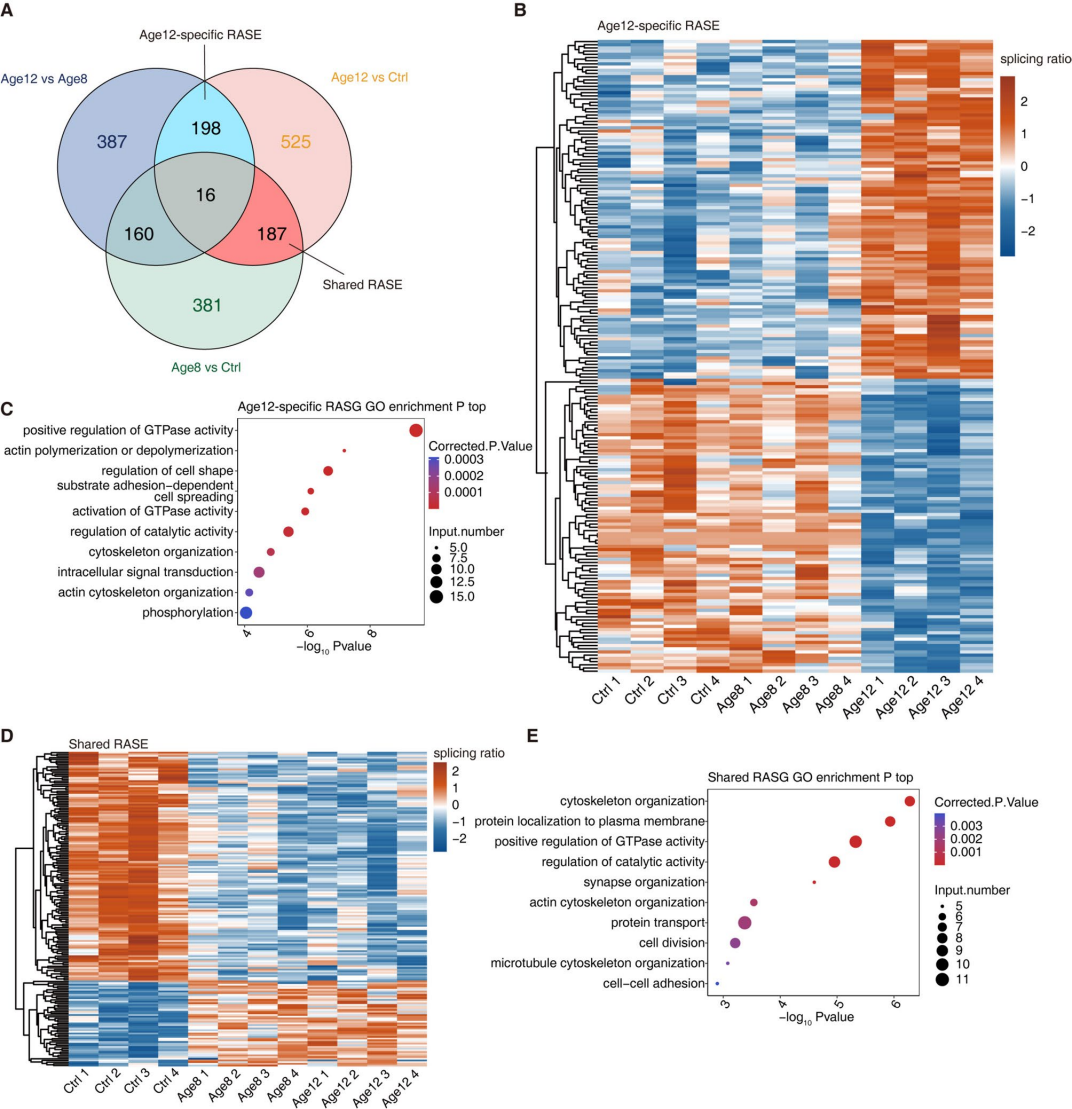
Identification of age-regulated alternative splicing events and genes associated with age-related SNHL. (**A**) Venn diagram showing all RASE among Age12 vs Age8, Age12 vs Ctrl, and Age8 vs Ctrl samples. Age12-specific RASEs indicate those shared by both Age12 vs Age8 and Age12 vs Ctrl comparison, but not by the Age8 vs Ctrl comparison. Shared RASEs indicate those shared by Age12 vs Ctrl and Age8 vs Ctrl comparison, but not by Age12 vs Age8. (**B**) Heatmap of the splice ratio of all Age12-specific RASEs. (**C**) The scatter plot of Age12-specific RASGs enrichment of GO pathways. (**D**) Heatmap of the splice ratio of Shared RASEs. (**E**) The scatter plot of Shared RASGs enrichment of GO pathways.

### Identification of RNA-binding proteins associated with age-related sensorineural hearing loss

We next aimed to identify RNA binding proteins that may mediate the age-regulated alternative splicing changes. We proposed that the expression of these candidate splicing regulators display an age-regulated expression pattern. To this end, Principal component analysis of the samples using the expression level of all genes was carried out, showing that the Ctrl, Age8, and Age12 groups were distinctly separated similar as that of alternative splicing change pattern (Fig. 3A, Fig. 1E). Analysis of the differentially expressed genes (DEGs) in three different comparisons showed that the comparison between Age12 and the control group exhibited the largest number of DEGs (Fig. 3B). Heatmap plot of the expression level of all DEGs substantiated this finding (Fig. 3C). We further identified 1012 genes Age12-specific DEGs, which were differentially expressed in both Agr12 vs Age8 and Age12 vs Ctrl but not in the Age8 vs Ctrl group. Additionally, we identified 523 Shared DEGs that were differentially expressed in both Agr12 vs Ctrl and Age8 vs Ctrl but not in the Age12 vs Age8 group (Fig. 3D). Among them, 25 Age12-specific DEGs and 14 Shared DEGs were RNA binding proteins, which were referred as Age12-specific DERBPs and Shared DERBPs, respectively (Fig. 3E-F). The heatmap plots of the expression dynamics of these DERBPs demonstrated that the expression of all but one (Acan) of these 39 DERBPs was increased with ages (Fig. 3G-H). As expected, the age-dependent increase in the expression of Shared DERBPs were pronounced, i.e. a significant increase in Age8 mice, and further significant increase in Age12. One exception is Acan, whose expression is age-dependently decreased (Fig. 3G-H). These findings suggested that the expression of RNA binding proteins in mouse cochleae is primarily induced by aging. It is conceivable that this age-regulated DERBPs plays a critical role in regulating post-transcriptional events such as alternative splicing, and thusly impact on the pathogenesis of age-related sensorineural hearing loss. Consistent with this hypothesis, a number of these DERBPs have been reported to be strongly associated with hearing loss. For example, down-regulated expression of Acan was observed in the auditory cortex of noise-exposed rats when compared to vehicle rats^30^.

**Fig. 3:**
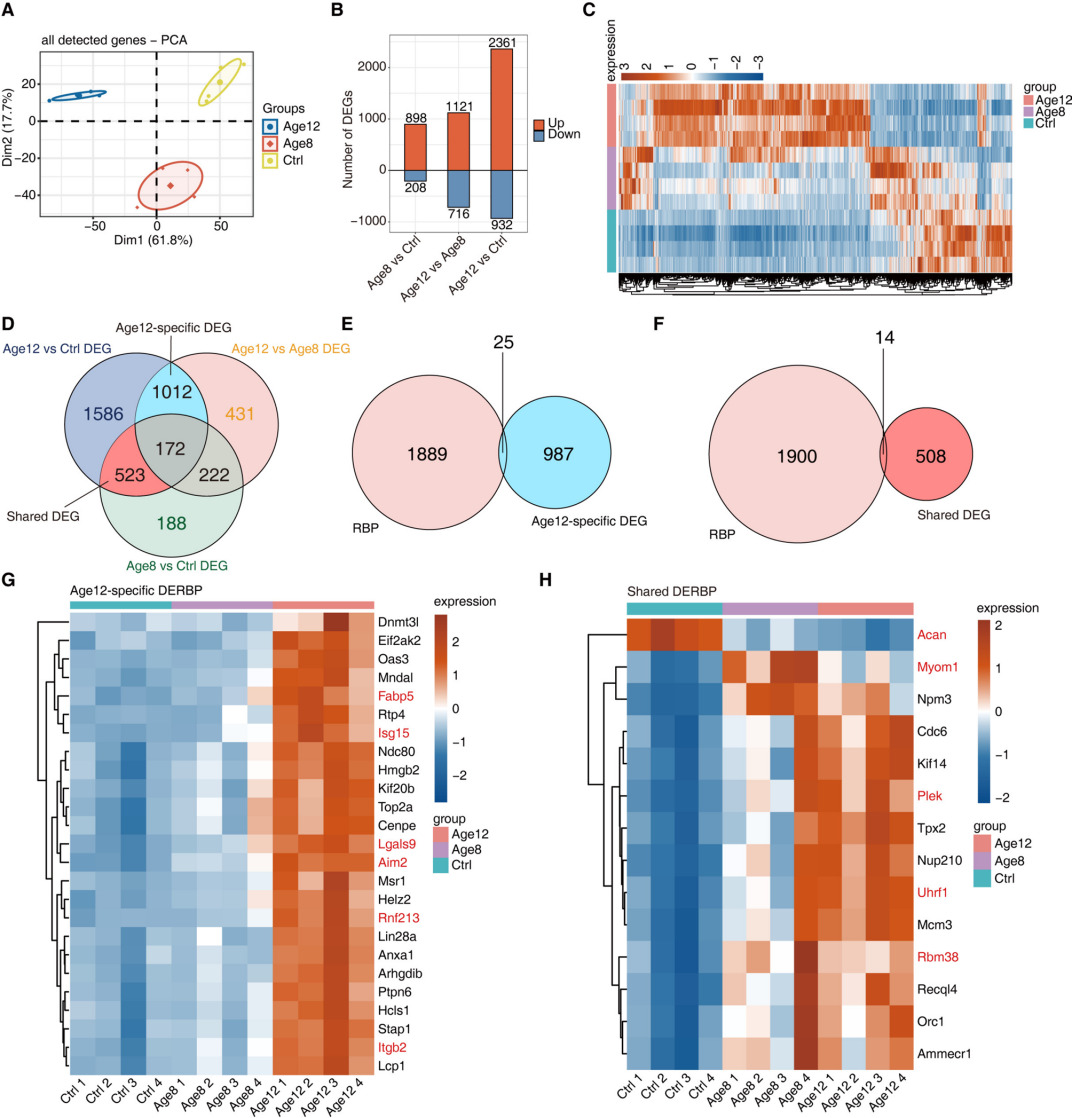
Identification of RNA-binding proteins associated with age-related sensorineural hearing loss. (**A**) Principal component analysis (PCA) using the expression of all detected genes as input. (**B**) The barplot illustrates the quantity of up-regulated and down-regulated differentially expressed genes (DEGs) within the comparison groups of Age8 vs Ctrl, Age12 vs Ctrl, and Age12 vs Age8. (**C**) Heatmap of differential expression of all DEGs in Ctrl, Age8, and Age12 groups. (**D**) Venn diagram showing all DEGs among Age12 vs Age8, Age12 vs Ctrl, and Age8 vs Ctrl comparisons. The definition of Age12-specific DEGs and Shared DEGs were similar to those for RASEs (Fig. 2A). (**E**) Venn diagrams demonstrating the overlap between RBP and Age12-specific DEGs, yielding Age12-specific DERBPs. (**F**) Venn diagrams demonstrating the overlap between RBP and Shared DEGs, yielding Shared DERBPs. (**G**) The heatmap diagram display the expression profile of Age12-specific DERBPs in three comparison groups. (**H**) The heatmap diagram illustrates the expression profile of the Shared DERBPs in three comparative groups.

### Construction of a co-expression network of RASEs and DERBPs in age-related SNHL

Given the essential roles of RBPs in regulating alternative splicing, the deregulated expression of RBPs is expected to cause the deregulated alternative splicing in the context of age-related SNHL. To identify RASEs potentially regulated by DERBPs, we constructed DERBP-RASE networks based on the correlation between the expression change of Age12-specific and Shared DERBPs and the splice ratio of Age12-specific and Shared RASEs, respectively. The correlated RASEs for Age12-specific and Shared DERBPs were shown (Fig. 4A and D). The functional enrichment analysis was performed for RASGs containing these RASEs (Fig. 4B and E). Age12-specific DERBP-RASGs were significantly enriched in biological pathways including the positive regulation of GTP, substrate adhesion-dependent cell spreading, and activation of GTPase activity (Figs. 4B). Shared DERBP-RASGs were enriched in cytoskeletal formation, positive regulation of GTPase activity, actin cytoskeletal formation and synapse organization (Fig. 4E). The heatmap plots of the splice ratio of these DERBP-correlated RASEs demonstrated the expected dynamics in three different ages of mouse cochleae (Fig. 4C and F). The age-dependent change in the splice ratio of two Age12-specific DEBP-correlated RASEs (clualt5p19440:Arap3 and clualt3p22099:Arap3) and one Shared DEBP-correlated RASEs (clualt3p40875:Arhgap17) were shown in Fig. 4G.

**Fig. 4:**
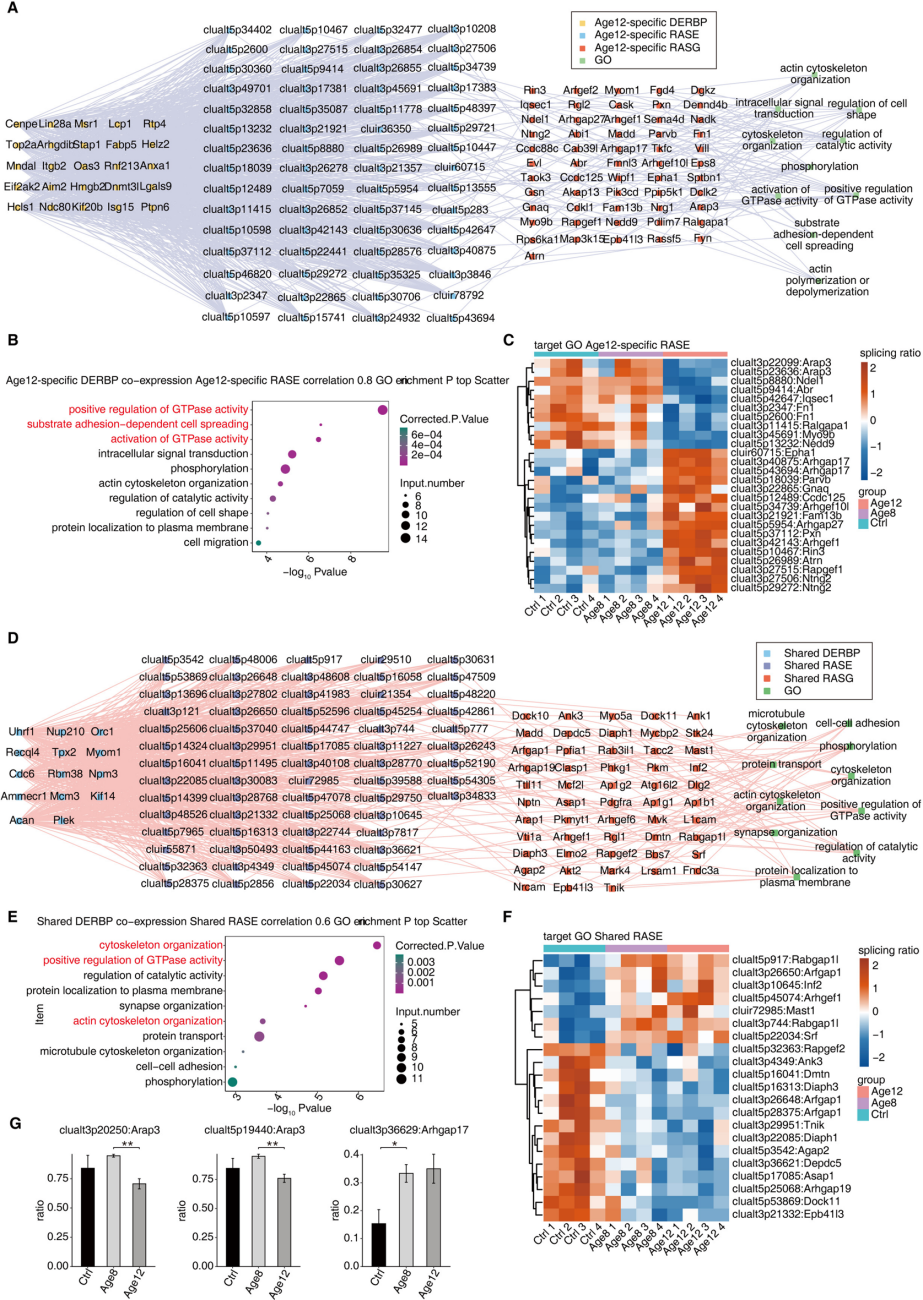
Construction of co-expression networks between RASEs and DERBPs in age-related SNHL. (**A**) Correlation network diagram of Age12-specific DERBP and Age12-specific RASE. Cutoffs of a P value of ≤ 0.01 and a Pearson coefficient of ≥ 0.8 or ≤ −0.8 were used to identify the pairs of co-expression. The corresponding co-expressed GO pathway was also shown. (**B**) Bubble diagram of GO pathways enriched for Age12-specific RASGs containing RASEs co-expressed with Age12-specific DERBP. (**C**) The heatmap diagram showing the splice ratio of Age12-specific RASE. (**D**) Co-expression analysis of Shared DERBP and Shared RASE. Cutoffs of P value ≤ 0.01 and Pearson coefficient ≥ 0.6 or ≤ −0.6 were utilised to recognize the co-expression pairs. The corresponding co-expressed GO pathway was also shown. (**E**) The scatter plot showing the mostly enriched GO biological process resulted from Shared RASGs containing RASEs co-expressed by Shared DERBP. (**F**) The heatmap diagram showing the splice ratio of Shared RASE. (**G**) The splice ratio of three DERBP-correlated RASEs: alt3p20250:Arap3 and clualt5p19440:Arap3 (**C**), clualt3p36629:Arhgap17 (**F**). The statistic significance of the difference was shown. One asterisk* indicates p < 0.05, two asterisks** P < 0.01, and three asterisks*** P < 0.001.

We noticed the previously reported hearing loss-related RBPs Caprin1 and Esrp1 were not identified as a hearing loss-related DERBP. Their expression change showed no observable change (Supplementary Figure S2A). Meanwhile, alternative splicing of some major splicing events of Cdh23 and Slc26a4 were moderately changed in the aged cochlea. The changes of two ASEs of Slc26a4 were at significant levels (Figure S2B-C).

### Establishing a mouse model of age-related SNHL

To validate the Age12-specific and Shared RASEs and DERBPs, as well as their correlation networks, identified in the published dataset, we established an age-related SNHL mouse model by measuring ABR threshold. It is demonstrated the threshold was increased with age, and the increase in Age12 is much more pronounced than in Age8 (Fig. 5A), which is similar as those measured by other methods applied in the previous study^26^. The immunofluorescence and RT-qPCR experiments were performed to detect the expression of Myo7A (marker gene of hair cells) and Sox2 (marker gene of supporting cells) in the cochela of 2-months and 8 month mice. Consistent with the age-related hearing loss phenotype, Myo7A-marked hair cells were diminished, and Sox2-marked supporting cells were relocated in the 8-month cochela compared to those of the 2-month (Fig. 5B). The mRNA levels of both genes were decreased in the 8-month cochela as well (Fig. 5B). These results indicate that the mouse model of age-related SNHL was successful. 

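The RNA-seq data cover 9 libraries of cochlear RNA, 3 from 2-month-old mice (Ctrl), 3 from 8-month-old mice (Age8) and 3 from 12-month-old mice (Age12). The authors aligned the trimmed reads to the mouse genome GRCm39 with HISAT2, kept uniquely mapped reads, and deposited the number of reads on each of 32066 genes together with FPKM values for 32007 of them. The libraries were strand-specific, but the paper's text does not say whether the counting used the strand, so counts of genes that overlap on opposite strands are less certain. It also does not give the sex of the mice behind each library, or whether RNA of several mice was combined. Counted reads ranged from 32469000 to 33045923 per library in Ctrl (median 32528814), from 26473126 to 34382753 in Age8 (median 30537625) and from 33190368 to 37935875 in Age12 (median 33675763). These deposited counts carry no normalization.

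The libraries of one age group differed in composition. The 50 genes with the most counts over all 9 libraries together held 34.4% ± 0.223 of the counts in Ctrl, 39.3% ± 8.18 in Age8 and 25.7% ± 1.83 in Age12 (SD, n = 3 libraries). A list of 20 skeletal muscle genes held 4.60% ± 3.41 of the counts in Ctrl, 15.5% ± 3.47 in Age8 and 8.44% ± 1.06 in Age12. A list of 18 gland genes, chosen after the data were examined, held 16.7% ± 2.07, 4.33% ± 4.29 and 4.07% ± 3.47 in the same order. Xist, which is transcribed from the inactive X chromosome of females, had 219 to 240 CPM (counts scaled to the size of the library) in the Ctrl libraries and at most 0.704 CPM in the Age8 libraries. In the Age12 libraries it had 0.393, 41.2 and 38.5 CPM in replicates 1, 2 and 3. The Y-linked gene Ddx3y had at most 0.383 CPM in Ctrl and at least 24.0 CPM in every Age8 and Age12 library. Sex-linked expression and age group therefore changed together between Ctrl and Age8, and in part between Ctrl and Age12.

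Replicate 3 lay between replicates 1 and 2 for 73.1% of 15330 genes in Ctrl and 80.6% of 14297 genes in Age8, where 3 exchangeable libraries give 33.3%, and for 38.8% of 15179 genes in Age12. Among genes that differed by 4-fold or more between replicates 1 and 2, a choice that itself raises this share, it was 99.87% of 799 genes in Ctrl, 99.79% of 1922 in Age8 and 61.5% of 169 in Age12. All libraries were kept as separate replicates, as they are labelled, so an SD or p over the 3 libraries of a group treats them as independent. Age12 replicates 2 and 3 had a Pearson r of 0.991 across genes, which are not independent replicates.

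Counts were scaled with edgeR's TMM method, whose factors ranged from 0.591 in Age8 replicate 1 to 1.23 in Age12 replicate 1. After removal of genes with low counts by filterByExpr, 19254 genes were tested with edgeR's quasi-likelihood test in a single fit of the 3 age groups, with Benjamini-Hochberg adjustment. The cutoffs were those of the paper, an adjusted p of at most 0.05 and a fold change of at least 2 or at most 0.5. The paper used DESeq2, which was run as an alternative.

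**Figure D1:**
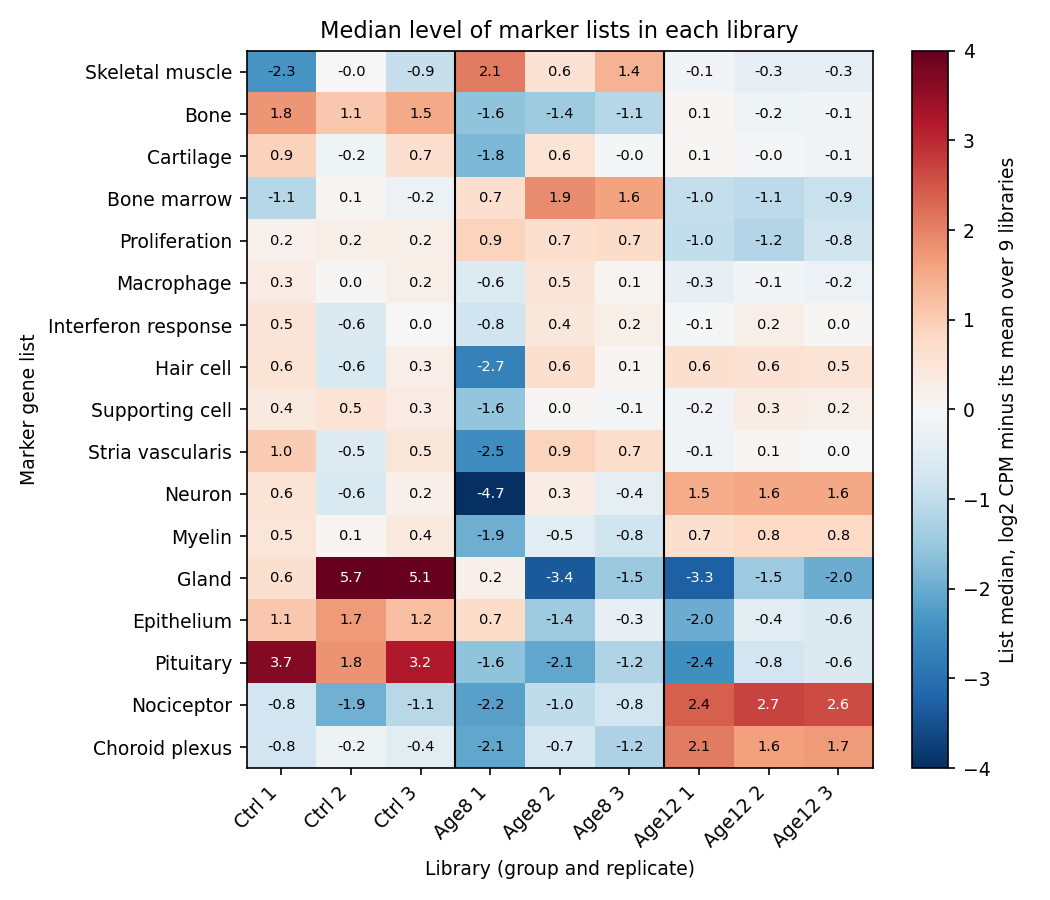
Median level of 17 marker gene lists (vertical axis) in each of the 9 libraries (horizontal axis), as log2 CPM minus the mean of the list over all libraries (colour scale, log2 units, with the value printed in each cell). The gland, epithelium, pituitary, nociceptor and choroid plexus lists were chosen after the data were examined. The skeletal muscle list is highest in the Age8 libraries and lowest in Ctrl replicate 1.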

The mouse cochlear tissue was then taken for transcriptome sequencing, and the data was analyzed and presented below.

**Fig. 5:**
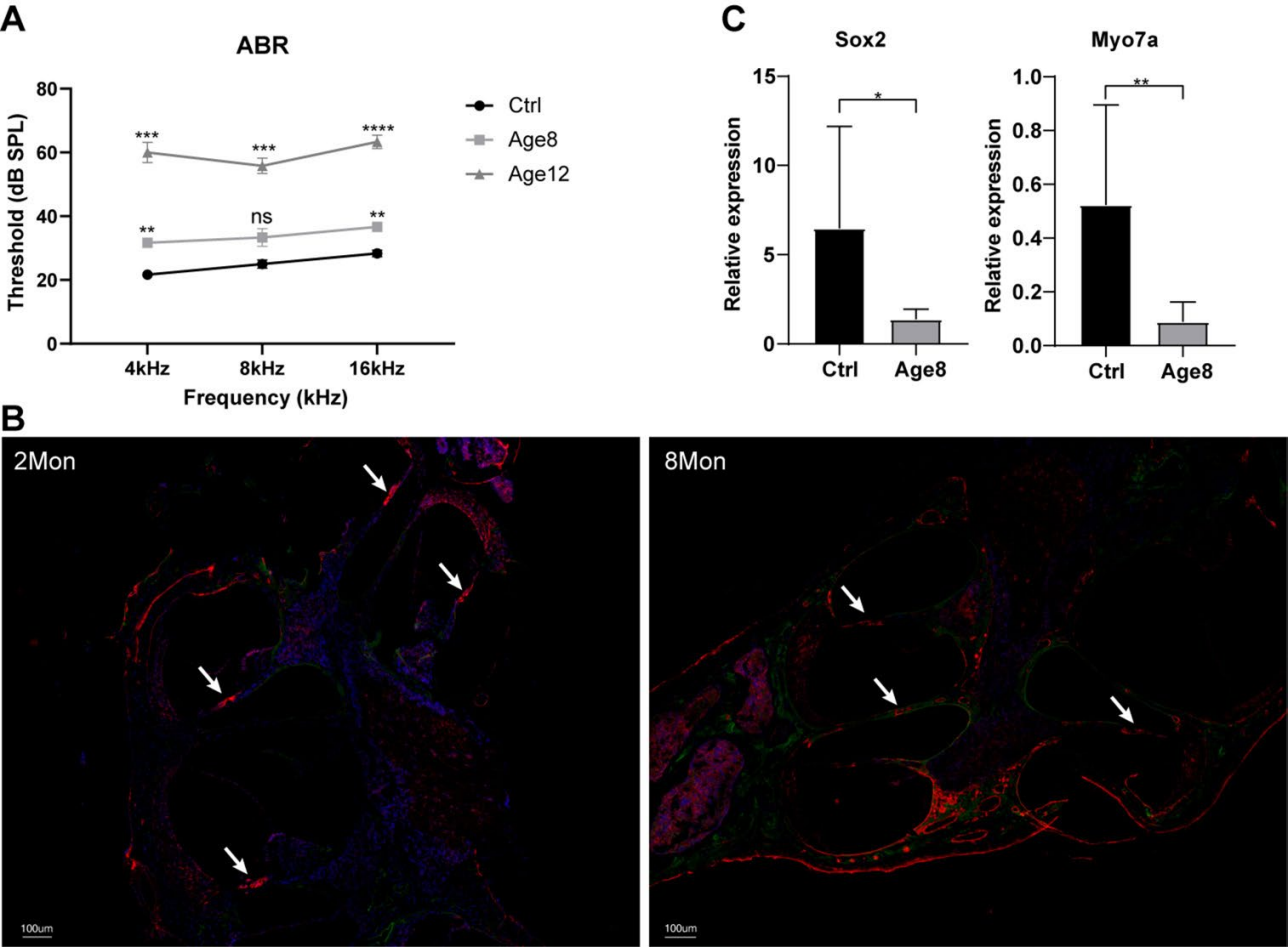
Constructing a mouse model of age-related SNHL. (**A**) ABR thresholds. Six mice were included in each group for the ABR threshold test. Pure tones with different frequencies (4, 8, and 16 Hz) were used as the stimulation sound. The ABR threshold was obtained and plotted. Two asterisk** indicate p < 0.05, three asterisks*** P < 0.01, four asterisks**** P < 0.001. (**B**) Representative immunofluorescence images from whole-mount cochleae using antibodies against Myo7A and Sox2. The ears of 8-month mice exhibited substantial loss of hair cells compared with 2-month cochela. Scale bars, 100 µm. (**C**) RT-qPCR results showing the mRNA level of Myo7A and Sox2 in 2- and 8-month cochela. One asterisk* indicates p < 0.05, two asterisks** P < 0.01.

### Validation of the DERBP-RASE network using the RNA-seq data obtained from the mouse model established in this study

We found that the age-dependent expression patterns of three DERBPs Isg15, Acan and Myom1 were highly consistent in the published RNA-seq data GSE196870 and the RNA-seq data obtained in this study. 

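With these cutoffs, 2502 genes were DEGs in Age8 vs Ctrl (1312 up-regulated and 1190 down-regulated), 1668 in Age12 vs Ctrl (278 and 1390) and 1993 in Age12 vs Age8 (893 and 1100). By the paper's definitions, 321 DEGs were Age12-specific, meaning that they changed in Age12 vs Ctrl and in Age12 vs Age8 but not in Age8 vs Ctrl. Another 652 were Shared, meaning that they changed against Ctrl in both aged groups but not between Age12 and Age8. The 3 libraries of one group did not overlap those of the other for 43.1%, 53.2% and 54.0% of the tested genes in the order above, where chance gives 10% for 3 independent libraries per group and 33.3% for 2. Both aged groups are compared with the same Ctrl libraries, so 20 simulations of 3 unchanged groups were run, in which all libraries were drawn around the Ctrl means. They gave 0 Shared DEGs, and at an unadjusted p under 0.05 a mean of 85.9 and at most 101 Shared genes, against 1061 observed. Across genes, which are not independent replicates, the log2 fold changes in the comparisons with Ctrl had a Pearson r of 0.492, no higher than the simulated mean of 0.5, and the same sign for 62.1% of genes, against 66.5% on average in the simulations. All libraries of both aged groups also differed from all Ctrl libraries in Ddx3y, so sex is not separated from age in the Shared DEGs.

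The balance of directions depended on the processing. Up-regulated genes made up 52.4%, 16.7% and 44.8% of the DEGs in Age8 vs Ctrl, Age12 vs Ctrl and Age12 vs Age8. With RLE factors, which change only the scaling, the shares were 55%, 21.2% and 51.2%, and with upper-quartile factors 48.6%, 14.5% and 42.8%. With limma on the authors' log2(FPKM + 1) the shares were 33.4%, 32.2% and 96.3%, and with a pseudocount of 0.1 they were 21.0%, 24.6% and 94.5%. The limma fits change the test and the unit as well as the scaling. Removing the trend of each library with GC content and gene length, an alternative chosen after the data were examined, gave 45%, 19.9% and 56.9%.

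Single libraries carried much of these counts. The Age8 vs Ctrl count fell to 1507 without Age8 replicate 3 and to 1519 without Ctrl replicate 3. The Age12 vs Ctrl count was 560, 685 and 664 without Age12 replicates 1, 2 and 3, 1054 and 618 without Ctrl replicates 1 and 3, and 3018 and 786 without Age8 replicates 1 and 3. The Age12 vs Age8 count was 831, 335 and 273 without Age12 replicates 1, 2 and 3, 3772 and 480 without Age8 replicates 2 and 3, and 1033 without Ctrl replicate 3. Age12-specific DEGs numbered 95, 85 and 73 without Age12 replicates 1, 2 and 3, 552, 700 and 98 without Age8 replicates 1, 2 and 3, and 100 without Ctrl replicate 3. Shared DEGs numbered 331, 387 and 378 without Age12 replicates 1, 2 and 3, 1206 and 191 without Age8 replicates 1 and 3, and 296 without Ctrl replicate 3. Over the alternatives that kept all libraries, the Age8 vs Ctrl count went from 274 with the skeletal muscle score as a covariate to 5457 with no fold change cutoff. A gland score as a covariate, chosen after the data were examined, left 9 DEGs in Age12 vs Ctrl. With it, Age8 vs Ctrl had 2418 and Age12 vs Age8 had 1850. Each score was the mean log2 CPM of its list, centred over the libraries. The gland score was 1.64 to 3.77 in Ctrl and -4.1 to -0.374 in Age12. The muscle score was at most -0.0211 in Ctrl and at least 0.638 in Age8. Neither score overlaps between these groups, so a lost call does not show that gland or muscle content explains a change.

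Isg15, Acan and Myom1 all passed the filter on low counts. In Age8 vs Ctrl and Age12 vs Ctrl, only Acan was a DEG in both comparisons, Myom1 was a DEG in the first alone, and Isg15 in neither. In Age12 vs Age8, none of the 3 genes was a DEG.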

Isg15 displayed an Age12-specific increase pattern. 

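Isg15 (ENSMUSG00000035692.8) encodes a ubiquitin-like modifier induced by interferon, and lies on the minus strand of chromosome 4 of GRCm39, from 156283883 to 156285303. A long noncoding RNA gene on the opposite strand, Gm46878, overlaps it and had 7 counts over the 9 libraries. Between 41 and 566 reads per library were counted on Isg15. Its FPKM, as computed by the authors, was 6.08 ± 1.18 in Ctrl, 12.0 ± 10.6 in Age8 and 15.15 ± 0.618 in Age12 (SD, n = 3 libraries). The spread in Age8 came from values of 1.94, 23.13 and 10.81 FPKM in replicates 1, 2 and 3, which lie on both sides of the Ctrl libraries. All Age12 libraries exceeded all Ctrl libraries (two-sided exact permutation test on FPKM, p = 0.1, the smallest that 3 libraries against 3 allow). The same exact test gave p = 0.5 for Age8 vs Ctrl and p = 0.7 for Age12 vs Age8.

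In edgeR's quasi-likelihood test, the log2 fold change of Isg15 was 1.17 (standard error 0.536, adjusted p = 0.172) in Age12 vs Ctrl and 1.15 (standard error 0.537, adjusted p = 0.142) in Age8 vs Ctrl. Between Age12 and Age8 it was 0.013 (standard error 0.527, adjusted p = 0.988 in edgeR's test), and with upper-quartile factors the Isg15 log2 fold change in Age12 vs Age8 was -0.0075. None of the 3 differences passed the threshold of this test. Its estimate of the spread is shared by the 3 age groups, the wide Age8 group included. Adjusted over the 15 tests of the 5 genes reported here alone, both comparisons with Ctrl had an adjusted p of 0.136 in edgeR's test.

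Age8 replicate 1 decided the calls of both comparisons with Ctrl. Among the 9 libraries, it had the lowest medians of the hair cell, supporting cell, stria and neuron lists. Its neuron median was 1.83 log2 CPM, against 6.81 and 6.12 in Age8 replicates 2 and 3. Its hair cell median was -1.99, against 1.36 and 0.798. Cochlear transcripts were thus scarce in this library by these lists. Without it, the log2 fold change was 1.17 in Age12 vs Ctrl (adjusted p = 0.00591 in edgeR's test, against 0.00362 to 0.977 over all alternatives) and 1.64 in Age8 vs Ctrl (adjusted p = 0.00325, against 0.00325 to 0.974), and it turned to -0.48 in Age12 vs Age8. With only the 6 libraries of the pair compared, Age12 vs Ctrl also passed, at a log2 fold change of 1.17. The alternative that moved the Age12 vs Ctrl value most was a gland score as a covariate, chosen after the data were examined, which gave 0.073. A list of 24 tested interferon response genes without Isg15 had a median log2 fold change of 0.19 in Age12 vs Ctrl, with 16 of them higher.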

Acan and Myom1 showed a Shared decrease and increase pattern, respectively (Fig. 6A-B). 

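Acan (ENSMUSG00000030607.8), which encodes the cartilage proteoglycan aggrecan, lies on the plus strand of chromosome 7 of GRCm39 from 78702964 to 78764847. The noncoding gene Gm26633 overlaps its start on the opposite strand and had 20 counts over all libraries. Acan had 174 to 909 counts per library. Its deposited FPKM was 2.36 ± 0.758 in Ctrl, 0.877 ± 0.10 in Age8 and 0.953 ± 0.15 in Age12 (SD, n = 3 libraries). Every library of both aged groups was below every Ctrl library (two-sided exact permutation test, p = 0.1 each, the smallest possible). On the log2 scale Acan fell by 1.02 in Age8 vs Ctrl (standard error 0.247, adjusted p = 0.0191) and by 1.46 in Age12 vs Ctrl (standard error 0.248, adjusted p = 0.0129) in edgeR's quasi-likelihood test. The change of -0.44 from Age8 to Age12 did not pass the threshold (standard error 0.246, adjusted p = 0.199 in edgeR's test). Its sign depended on the processing, since with limma on log2(FPKM + 1) it was 0.056. Without Age8 replicate 3, the decrease in Age8 vs Ctrl (-0.99) no longer passed the threshold. It was also lost with the skeletal muscle score as a covariate (-0.62) and with only the 6 libraries compared (-1.02). The decrease in Age12 vs Ctrl passed in the alternatives set beforehand and without each library in turn (adjusted p at most 0.0463). Both decreases were lost with the gland score as a covariate and with libraries 1 and 2 of each group. The gland score left the size of both decreases nearly unchanged and is confounded with the groups, so these lost calls point to no cause. The Age12 vs Ctrl decrease was also lost with libraries 1 and 3. Over these alternatives, chosen after the data were examined, its adjusted p reached 0.431 in edgeR's test. A list of 14 tested cartilage genes that leaves out Acan fell as well, with a median of -0.88 in Age8 vs Ctrl and -0.61 in Age12 vs Ctrl.

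Myom1 (ENSMUSG00000024049.16), which encodes the sarcomere protein myomesin 1, lies on the plus strand of chromosome 17 from 71309628 to 71434802. Its start overlaps the start of Myl12a on the opposite strand, which had 26078 counts over all libraries. Between 3210 and 31168 reads per library were counted on Myom1. Myom1 reached 21.5 ± 13.8 FPKM in Ctrl, 75.7 ± 9.70 in Age8 and 38.6 ± 3.49 in Age12 (SD, n = 3 libraries), with values of 7.98, 35.48 and 20.95 in the Ctrl replicates. The groups did not overlap in any of the 3 comparisons (exact permutation test on FPKM, two-sided, p = 0.1). On TMM-normalized CPM, Ctrl replicate 2 (426) lay above all Age12 libraries (418, 392 and 376). The log2 fold change was 2.25 in Age8 vs Ctrl (standard error 0.542, adjusted p = 0.0190), 0.66 in Age12 vs Ctrl (standard error 0.520, adjusted p = 0.399) and -1.59 in Age12 vs Age8 (standard error 0.530, adjusted p = 0.0610), all from edgeR's quasi-likelihood test. Only the first passed the threshold of this test. It did not pass without Ctrl replicate 3 (2.13), without Age8 replicate 3 (2.39) or with only the 6 libraries compared (2.24). The decrease from Age8 to Age12 passed with DESeq2 (-1.52), with only the 6 libraries compared (-1.52), without Ctrl replicate 1 (-1.52), without Ctrl replicate 2 (-1.52) and without Age8 replicate 2 (-1.83). The skeletal muscle list, which does not contain Myom1, had a median log2 fold change of 2.35 in Age8 vs Ctrl, 0.77 in Age12 vs Ctrl and -1.57 in Age12 vs Age8. With its score as a covariate Myom1 changed by 0.28 in Age8 vs Ctrl. That score does not overlap between Ctrl and Age8, so the fit alone cannot separate muscle content from age group.

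The paper sets these levels beside those of the published dataset (Fig. 6A-B). It states that the age-dependent patterns of the 3 DERBPs are alike in both, with Isg15 increased in an Age12-specific pattern, Acan decreased in a Shared pattern and Myom1 increased in a Shared pattern.

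**Figure D2:**
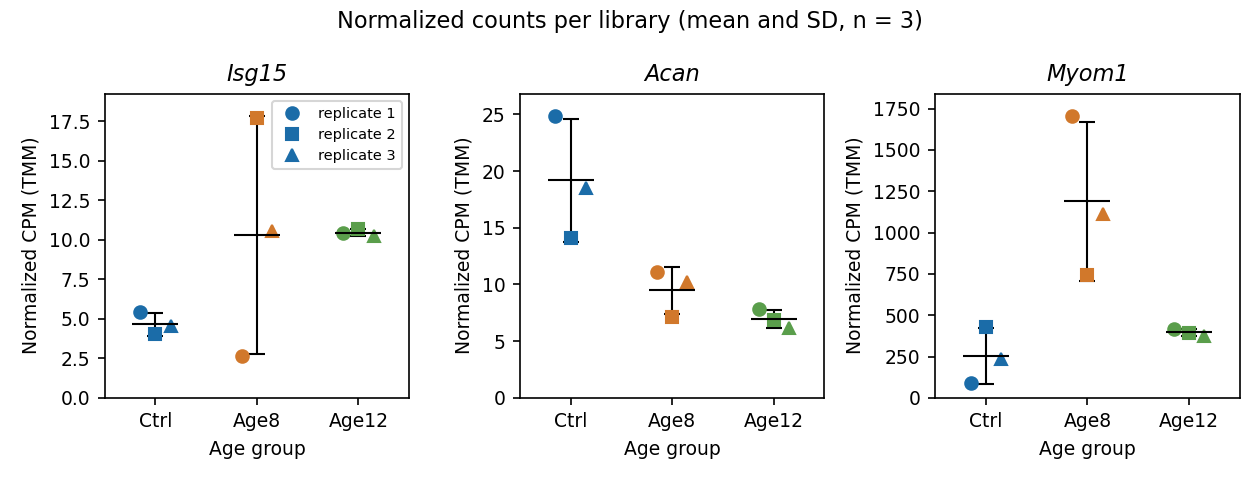
TMM-normalized CPM (vertical axis) of Isg15, Acan and Myom1 in each library of the 3 age groups (horizontal axis). Symbols mark replicates 1 to 3, and the horizontal lines and error bars give the mean and SD (n = 3 libraries). Age8 replicate 1 has the lowest Isg15 value of all libraries, and all Age8 libraries lie above all others for Myom1.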

We noticed that these three RBPs have been previously reported to be involved in hearing loss^28,31,32^, which will be further discussed later. We constructed DERBP-RASE regulatory network specifically for these RNA binding proteins (Fig. 6C-E). We found that a number of these correlated RASEs were replicated in the RNA-seq data generated in this study, two of them from Uap1 were shown (Fig. 6F-G). Please be noted that the alternative splicing of UAP1 has been previously reported to be targets of other RNA binding proteins involving in hearing loss^33^.

**Fig. 6:**
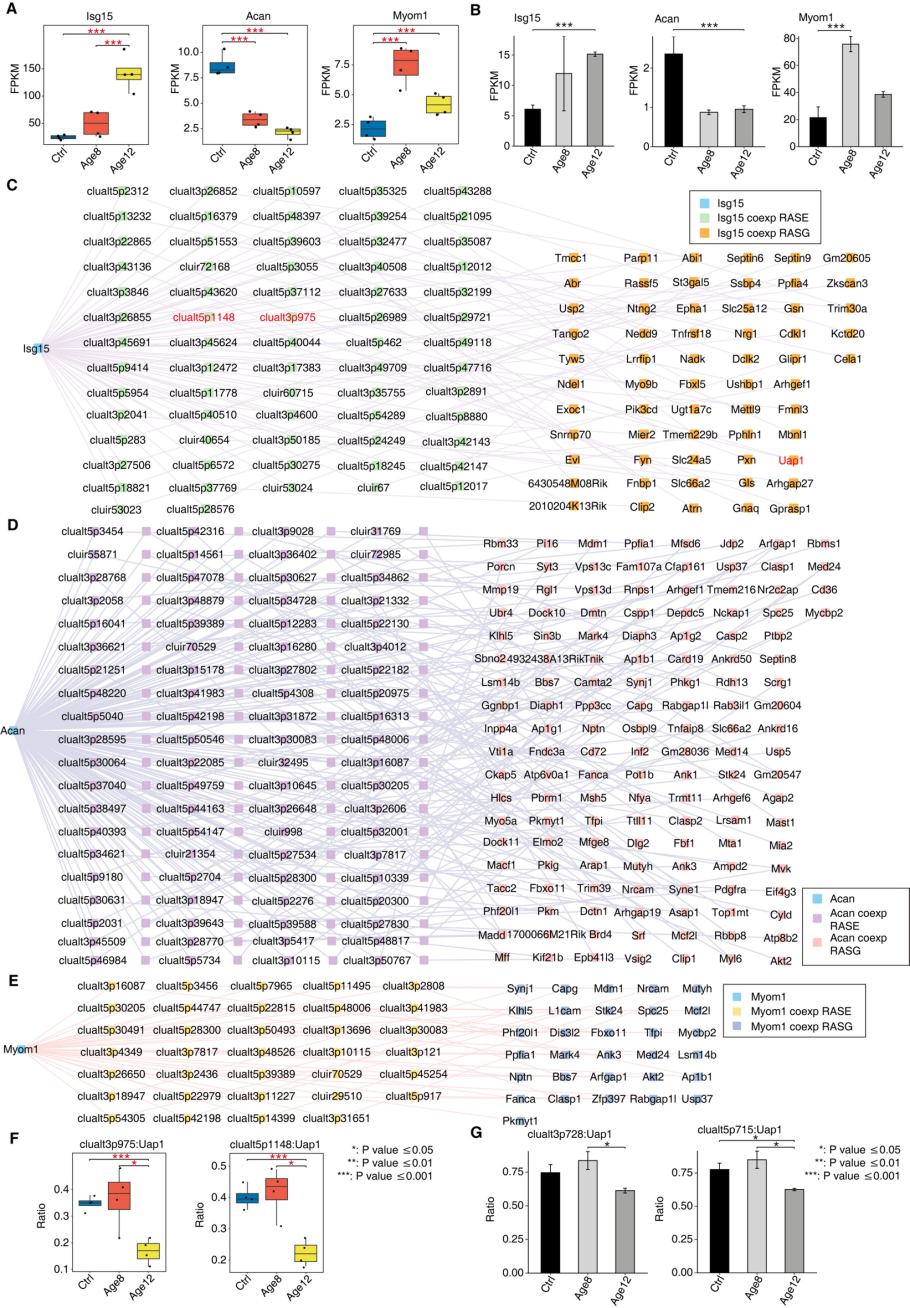
Validation of the DERBP-RASE network. (**A**) Expression of Isg15, Acan, Myom1 in GSE196870. (**B**) expression of Isg15, Acan, and Myom1 in RNA-seq obtained in this study. (**C**) AS network diagram of Isg15 co-expression in GSE196870. (**D**) AS network diagram of Acan co-expression in GSE196870. (**E**) AS network diagram of Myom1 co-expression in GSE196870. (**F**) Splice Ratio of clualt3p975, clualt5p1148 in GSE196870. (**G**) Ratio values of clualt3p728, clualt5p715 in this sutdy RNA-seq. The statistic significance of the difference was shown. One asterisk* indicates p < 0.05, two asterisks** P < 0.01, and three two asterisks*** P < 0.001.

We noticed the previously reported hearing loss-related RBPs Caprin1, Esrp1 were not identified as DERBPs from the dataset GSE196870. We analyzed their expression change in the RNA-seq dataset obtained in this study, showing that Esrp1 expression was significantly down-regulated in the aged mouse cochlea (Supplementary Figure S2A). 

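Esrp1 (ENSMUSG00000040728.16), an epithelial splicing regulator, lies on the minus strand of chromosome 4 of GRCm39 from 11331933 to 11386875, and 141 to 1796 reads per library were counted on it. Its deposited FPKM was 6.66 ± 0.783 in Ctrl, 2.09 ± 1.25 in Age8 and 1.62 ± 0.919 in Age12 (SD, n = 3 libraries). All Age8 and all Age12 libraries were below all Ctrl libraries (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 against 3 can give). In edgeR's quasi-likelihood test Esrp1 changed by a log2 fold change of -2.17 in Age12 vs Ctrl (standard error 0.713, adjusted p = 0.0750), of -1.10 in Age8 vs Ctrl (standard error 0.693, adjusted p = 0.266) and of -1.07 in Age12 vs Age8 (standard error 0.695, adjusted p = 0.266). None of these passed the threshold, and the aged libraries varied from 0.81 to 3.30 FPKM in Age8 and from 0.58 to 2.31 FPKM in Age12 (exact permutation test for Age12 vs Age8, p = 0.6). The Age12 vs Ctrl decrease did pass with DESeq2 (-2.09), with only the 6 libraries compared (-2.17), without Age8 replicate 1 (-2.17), without Age8 replicate 2 (-2.17) and with limma on the logarithm of FPKM (-1.61 with a pseudocount of 1). The last of these also called the Age8 vs Ctrl decrease (-1.39). Over the alternatives chosen after the data were examined, the Age12 vs Ctrl value ranged from -2.57 to -0.19. None of those alternatives called it (adjusted p from 0.0623 to 0.901 in edgeR's test). A list of 15 epithelial genes without Esrp1, chosen after the data were examined, had a median log2 fold change of -1.40 in Age8 vs Ctrl and -2.24 in Age12 vs Ctrl.

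Caprin1 (ENSMUSG00000027184.15), a cytoplasmic RNA-binding protein gene, lies on the minus strand of chromosome 2 from 103592979 to 103628010. It had 1035 to 3461 counts per library and 6.41 ± 1.11 FPKM in Ctrl, 5.52 ± 2.17 in Age8 and 8.12 ± 0.524 in Age12 (SD, n = 3 libraries). Its log2 fold changes were 0.10 in Age8 vs Ctrl, 0.19 in Age12 vs Ctrl and 0.087 in Age12 vs Age8 (standard error 0.136 each). None passed the threshold, with adjusted p of 0.618, 0.362 and 0.646 from edgeR's test. The exact permutation test on FPKM gave p = 0.7, 0.1 and 0.1 in the same order. The small difference between Age12 and Age8 turned to -0.055 without Age8 replicate 1, and that between Age8 and Ctrl to -0.040 without Ctrl replicate 2 and to -0.23 with limma on log2(FPKM + 1).

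**Figure D3:**
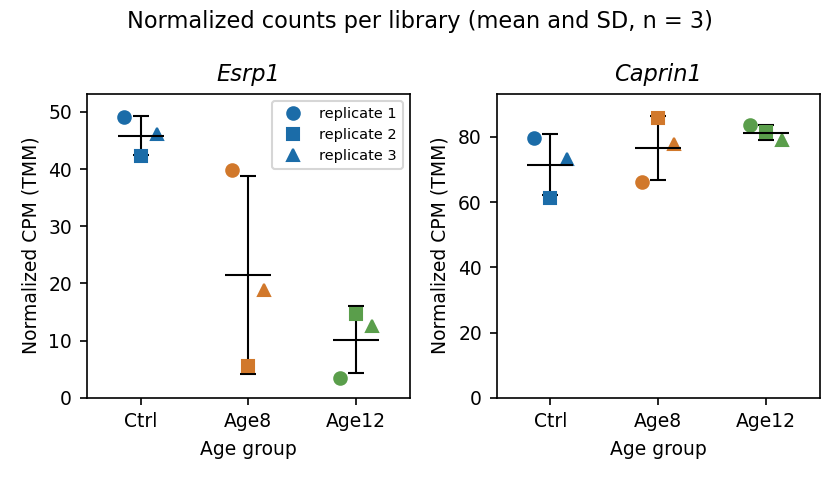
TMM-normalized CPM (vertical axis) of Esrp1 and Caprin1 in each library of the 3 age groups (horizontal axis), with the mean and SD (n = 3 libraries) as lines and error bars. Esrp1 ranges widely among the Age8 libraries, while the Caprin1 libraries of the 3 groups overlap.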

Meanwhile, alternative splicing of some major splicing events of Cdh23 and Slc26a4 were moderately changed in the aged cochlea, not to a significant level (Figure S2B-C).

### ISG15 is a key splicing factor regulating alternative splicing of genes involved in age-related SNHL

We noticed that ISG15, Acan and Myom1 are not canonical RNA binding proteins, and their function in regulating alternative splicing has not been reported yet. To further validate the alternative splicing function of DERBPs identified in age-related SNHL mouse model, we searched the public database for RNA-seq datasets containing samples with one of these DERBPs knockout, knockdown or overexpression. We only found one dataset generated from the human pluripotent stem cell-derived macrophages containing ISG15 knockout samples. The wild-type cells and ISG15 knockout cells in the presence or absence of INFα stimulation were used for generating the RNA-seq dataset (GSE168798)^34^. Analysis of this RNA-seq dataset revealed ISG15 regulates thousands of the alternative splicing events in human pluripotent stem cell-derived macrophages (Fig. 7A-B). The majority of the ISG15-regulated alternative splicing events were complex splicing events (Fig. 7C). Principle component analysis using the major splicing events revealed that the alternative splicing profiles of wild-type cells are clustered regardless of INFα treatment, while the ISG15 KO cells are distinctively separated (Fig. 7D), indicating that ISG15 KO substantially changed the alternative splicing profile. This finding was further supported by the heatmap plot of the ISG15-regulated major splicing events (Fig. 7E). Strikingly, we found that biological functions enriched by ISG15-regulated RASGs included regulation of GTPase activity, similar as that found in age-related SNHL mouse model (Fig. 7F). Overlap analysis of the RASGs in three datasets analyzed in this study revealed that 151 ISG-rgulated RASGs were among Shared or Age12-specific RASGs found in age-related SNHL mouse model (Fig. 7G). These genes were mostly enriched in positive regulation of GTPase activity (Fig. 7H). We found that two alternative splicing events of UAP were directly regulated by ISG15 in human macrophage (Fig. 7I). These results together indicate that ISG15 is a powerful alternative splicing regulator, and this molecular activity may explain many of its biological functions including in regulating hearing loss.

**Fig. 7:**
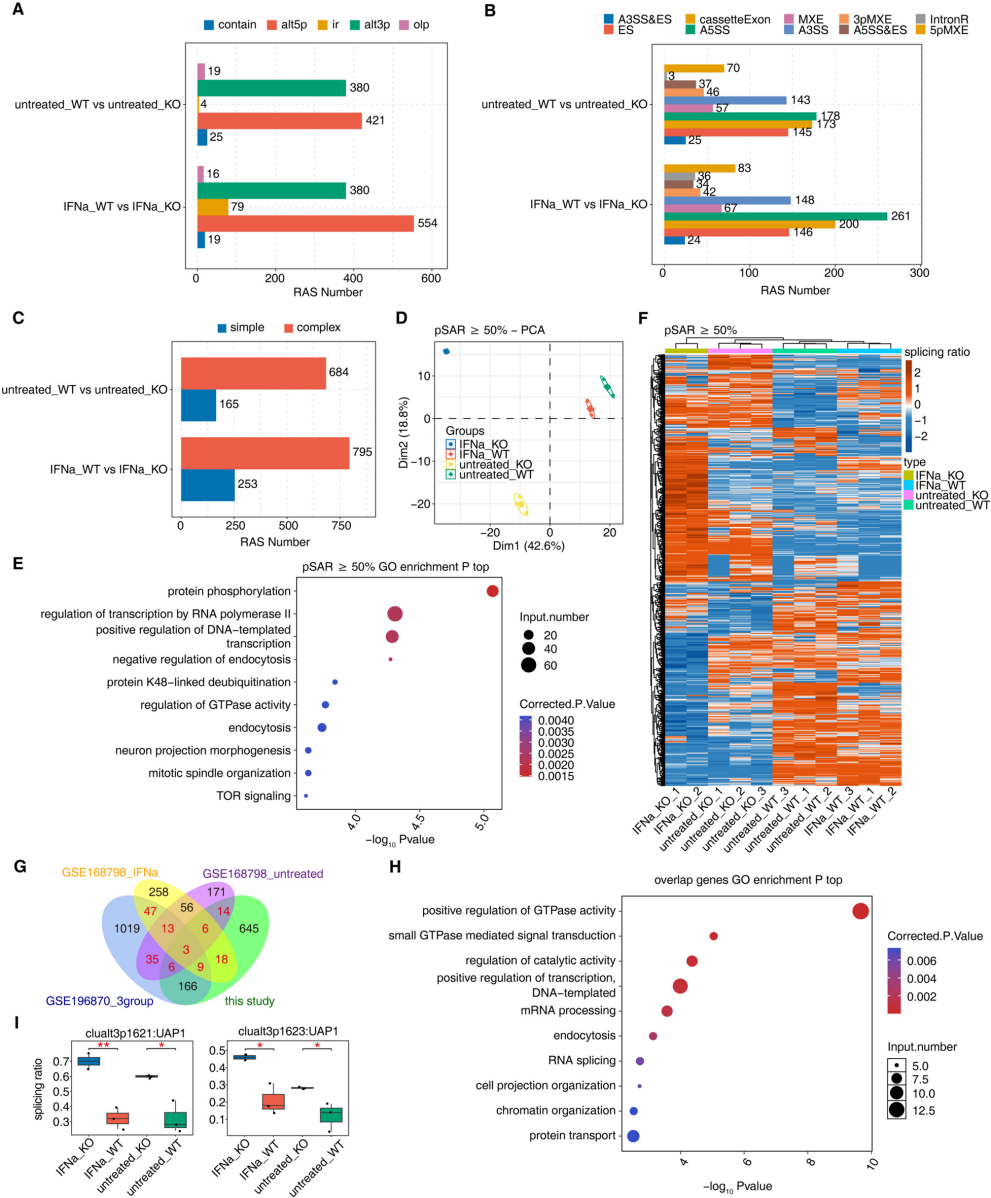
Analysis of ISG15 regulated alternative splicing. (**A**) Five types of RAS events (RASEs) from two comparisons identified using SUVA. (**B**) Corresponding SUVA-identified RASEs to classical alternative splicing events, A5SS, cassetteExon, ES. (**C**) Bar graph demonstrating RASE with complex splicing and simple plicing. (**D**) Principal component analysis (PCA) using their splice ratio values using RASEs with pSAR > = 50%. (**E**) The scatter plot of GO pathways enriched by RASGs containing 1852 RASEs with pSAR > = 50% in samples. (**F**) Heatmap showing RASEs with pSAR > = 50% in all four groups based on the difference in splice ratio values. (**G**) Overlap of RASGs among the untreated and IFNα-stimulated groups of ISG15-regulated alternative splicing genes (GSE168798), as well as the Age12-specific and Shared RASGs identified from GSE196870 and those from the RNA-seq obtained in this study. (**H**) Go enrichment analysis of all the overlapped RASGs between ISG15-regulated alternative splicing genes and Age12-specific and Shared RASGs. (**I**) Plot of the splice ratio of two RASEs of UAP regulated by ISG15 (GSE168798). One asterisk* indicates p < 0.05, two asterisks** P < 0.01.

## Discussion

By 2025, the global population aged 60 and above will reach 1.2 billion, of which over 500 million will be severely impaired by age-related deafness^35^. Consequently, research on age-related sensorineural hearing loss (SNHL) is of significant scientific and social importance. The present study has revealed over one thousand of alternative splicing events that are age-regulated in the age-related sensorineural hearing loss (SNHL) mice model. Among these age-regulated RASEs in the cochlea, the majority was complex splicing. These findings indicate a large role of alternative splicing regulation, particularly complex alternative splicing, in the pathogenesis of age-related SNHL.

We have identified two groups of RASEs that may be involved in the pathogenesis of age-related SNHL. The Shared RASEs were both changed in Age8 and Age12 mice, which may be involved in a mild symptom. On the other hand, the Age12-specific RASEs were not only changed in Age12 vs control group, but also in Age12 vs Age8 group, indicating a possible function in regulating severe symptom of hearing loss. A total of 198 and 187 of Age12-specific and Shared RASEs was identified in this study, respectively. RASGs containing these disease-related RASEs were predominantly enriched in the pathway of positive regulation of GTPase activity and cytoskeleton organization. Aberrant alternative splicing of SLC26A4 and Cdh23 has been previously linked to hearing loss, and Rbm24 is involved in regulating the hearing related alternative splicing of Cdh23^20–23^. We found that some major splicing events of Slc26a4 and Cdh23 were deregulated in age-related SNHL cochlea, and two of Slc26a4 to the statistical significant levels. These results support a hypothesis that alternative splicing deregulation is prevalent and represents a critical mechnism in the pathogenesis of hearing loss.

Meanwhile, we have also identified 25 and 14 Age12-specific and Shared DERBPs, respectively, which demonstrating the corresponding age-dependent expression profiles. Construction of the expression network between DERBPs-RASEs led to splicing regulation cues between the splicing regulators and their targets.

Some RNA binding proteins have been suggested to play critical role in the pathogenesis of hearing loss. For example, deletion of RBP Caprin1, which regulates the normal state of IHC-SGN synapses, results in progressive hearing loss^24^. Mutations in ESRP1 can lead to SNHL^19^. In this study, we found that the mRNA levels of neither genes in the mouse cochlea were significantly changed by aging. This study revealed 39 DERBPs that may be involved in mild or severe age-related SNHL, including Fabp 5, Lgals9, Aim 2, Rnf213, and Itgb 2, Isg15, Acan, Myom1, Plek, Uhrf1, and Rbm 38, indicating the large role of RBPs in regulating the pathogenesis of hearing loss. Most of these DERBPs were not canonical RNA binding proteins but with suggested RNA binding activity. Our findings suggest their functions in regulating the alternative splicing of GTPase activity and cytoskeleton organization, and this regulation could be linked to the pathogenesis of age-related SNHL, which has not been reported before.

In support of the pathogenesis roles of disease related DERBPs identified in this study, all above mentioned DERBPs have suggest to be involved in regulating hearing loss. FABP5, a lipid-metabolising protein, was upregulated in the inner ear and may play a role in the atherosclerotic lesions of the inner ear^36^. Lgals9 may play a role in macrophage activation within the cochlea of aged mice, and chronic inflammation may be a contributing factor in age-associated cochlear degeneration^37^. Consistent with our findings, Lgals9 expression was elevated in both post-noise cochlear outer hair cells and senescent cochlear hair cells^38^. The accumulation of AIM2 protein in the cochlear SGN was found to be significantly elevated in cases of cytomegalovirus (CMV) infection-induced sensorineural hearing loss^39^. Caseinolytic peptidase (CLPP) null mice have auditory defects, and deletion of CLPP in the mitochondrial matrix induces a strong nuclear response in all tissues, activating inflammatory and immune mediators, which includes up-regulation of Rnf213^40^. Itgb2 SNP is associated with an increased susceptibility to sudden onset SNHL^41^. The cell surface receptor Itgb2, which plays a role in the recruitment and activation of macrophages and microglia, was found to be expressed by cochlear macrophages^42,43^. ISG5 is one of the earliest ISGs (type I Interferons induced gene), whose expression is elevated in a number of different diseases, including inflammatory, traumatic, neoplastic, and degenerative diseases^31,44^. The expression of Isg15 was significantly upregulated in hair cells affected by noise-induced hidden hearing loss^45^. Down-regulated expression of Acan was observed in the auditory cortex of noise-exposed rats when compared to vehicle rats^30^. Furthermore, Myom1 expression was found to be markedly elevated in the cochlea of mice following sound overstimulation^46^. Plek is expressed in the cochlea of the adult mouse, including spiral ganglion neurons, and represents an important intermediate in the pathway for secretion and activation of the pro-inflammatory cytokines TNF-α and IL-1β. Alterations in the expression levels of Plek in the auditory organ may be responsible for the aetiology of DFNA58-type deafness^47^. Uhrf1 has been demonstrated to induce COX26 methylation, thereby exacerbating cochlear damage caused by intermittent hypoxia^48^. Calcineurin 23 (CDH23), which forms part of the tip junction, plays a crucial role in mechanoelectrical transduction (MET) in hair cells. Errors in the process of alternative splicing of this gene can lead to hearing loss. Rbm38 overexpression has been observed to enhance the inclusion of exon 68 of the Cdh23 minigene^49^.

GTPase activity has been widely reported to be involved in hearing loss. For example, traumatic noise induces transient cellular ATP depletion that activates the Rho-GTPase pathway, leading to cochlear outer hair cell death^50^. It is noteworthy that Rho GTPases are essential regulators of the actin cytoskeleton and have been implicated in hearing loss^28,50^. This suggests that our finding of the enrichment of the age-regulated alternative splicing in positive regulation of GTPase activity and cytoskeleton organization could be coordinated by alternative splicing regulation of Rho GTPases. This assumption is supported by the results discussed below.

During the development of cochlear hair cells, Rho GTPases are activated by various extracellular signals to further stimulate multiple downstream effectors. RhoA, Cdc42, and Rac1 are members of the classical subfamily of the Rho GTPase family, critical in the highly polar auditory sensory system, and have been considered as therapeutic drug targets for deafness (ref)^29,50^. Arhgef6 is a member of the family of guanine nucleotide exchange factors (GEFs) of Rho GTPases that specifically activates the Rho GTPases CDC42 and RAC1. Arhgef6 is expressed in mouse hair cells, and its deletion leads to progressive hearing loss. One of the clinical features of patients carrying Arhgef6 mutations is SNHL^51^. Importantly, we have found that alternative splicing of Arhgef6 was among the Shared RASEs, while those of Arhgef1 ad Arhgef10 were among the Age12-specific RASEs identified in age-related SNHL mice. All of them were the predicted targets of DERBPs. To our knowledge, this is the first report of the involvement of the alternative splicing of Arhgef6, Arhgef1 and Arhgef10 in hearing loss. Our finding highlights the importance of alternative splicing of the family of guanine nucleotide exchange factors (GEFs) of Rho GTPases in regulating age-related SNHL, which deserves further investigation in the aspects of pathogenesis and therapeutic application.

lt is noteworthy that alternative splicing of several members of Rho GTPase activating protein family were among the DERBP-regulated RASEs, which included 2 RASEs of Arhgap17, 3 RASEs of Arhgap1, and 1 RASE of Arggap19. Arhgap17, Rho GTPase activating protein 17, belongs to the small G protein family members. The tight junction integrity and cell formation is maintained by Arhgap17 and Amot complex, which is mediated through a coordinated regulatory mechanism of Cdc42^52^. Arhgap17 plays a role in cytoskeleton formation by catalyzing the GTPase activity of Rho family proteins and inducing the reorganization of cortical actin filaments^53^. Our finding that alternative splicing of Arhgap17, Arhgap1 and Arhgap19 is collectively changed during the pathogenesis course of age-related SNHL suggests a critical role of Rho GTPase activating proteins and their alternative splicing regulation in the development of this disease, which could be novel therapeutic targets and require further investigation.

In summary, our findings highlight that the alternative splicing of Rho GTPase and their activator proteins could be a critical mechanism driving the pathogenesis of age-related SNHL, and that prevention of the specific deregulation of the alternative splicing of these GTPase activity could be a novel therapeutic approach against age-related SNHL.

Some other RASGs containing RASEs, potential targets of DERBPs, have also been implicated in encoding hearing capability. Fibronectin (Fn1) is involved in chronic hearing loss^54^. Myosin (Myo9b) is expressed in the inner ear and plays a crucial role in the auditory system^55^. The INF2 gene encodes a formic acid protein that interacts with the Rho-GTPase CDC42 and the myelin and lymphocyte proteins (MAL). Its mutation has been associated with SNHL^56^. An increase in DIAPH3 activity has been observed in patients with auditory neuropathy, which is associated with hearing deficits^57^. Defects in DIAPH1 and DIAPH3 have been linked to various forms of hearing impairment in humans. Heterozygous mutations in DIAPH1 result in autosomal dominant deafness, with or without thrombocytopenia, whereas mutations that induce overexpression of DIAPH3 lead to autosomal dominant hereditary auditory neuropathy type^58^. DIAPH1 mutations have been identified as a cause of autosomal dominant non-syndromic sensorineural hearing loss. The activation of the structurally truncated C-terminal truncation of DIAPH1 can also lead to human sensorineural hearing loss^59^. EPB41L3 is essential for the development and function of hair cells^60^. In conclusion, the RASGs containing disease-related RASEs identified in this study are closely associated with age-related SNHL. Our findings suggest that their alternative splicing could represent a molecular mechanism regulating the pathogenesis of age-related SNHL. Further investigation is worthy to further elucidate the function of these RASEs in this disease.

We have constructed an age-related SNHL mouse model, and RNA-seq data from this model has validated the age-regulated expression of three of the identified DERBPs Isg15, Myom1 and Acan, with Isg15 demonstrating an Age12-specifc increase in expression, while Myom1 and Acan demonstrating an age-dependent increase and decrease in expression, respectively. Consistently, the significantly upregulated expression of Isg15 in hair cells was stimulated by noise-induced hidden hearing loss^61^ and down-regulated expression of Acan in the auditory cortex of noise-exposed rats^30^ has been demonstrated previously, which further validated the findings of this study.

The Isg15 protein is typically not expressed under physiological conditions but is abnormally elevated in multiple pathological diseases, such as in neurodegenerative diseases^62^. Therefore, the Isg15 protein is now being considered a diagnostic/prognostic biomarker and therapeutic target^31^. Specifically, Isg15 was markedly elevated in the brains of mice with global cerebral ischaemia and traumatic brain injury, indicating that Isg15 may serve as a suitable biomarker for the detection of neuronal injury in the central nervous system (CNS)^63^. The upregulation of Isg15 was evident in neuronal tissues and was correlated with the degeneration of sensory neurons in Clec16a knockout mice^64^. Our finding of Age12-specific expression of Isg12 is consistent with the the aforementioned findings, and the co-expression network of Isg15 with RASEs suggest that Isg15 exert some of its function in age-related SNHL via a previously unreported mechanism, i.e. regulation of alternative splicing.

Two RASEs of Uap1 were among the potential RASE targets of Isg15 validated by the RNA-sea data obtained in this study. UAP1 is a protein pyrophosphorylase regulating interferon (IFN) response to protein serine pyrophosphorylation, and an important positive regulator of the type I IFN signaling pathway^65^. The alternative splicing of UAP1 has been previously reported to be targets of other RNA binding proteins involving in hearing loss^66^. This study suggests that alternative splicing of UAP1 is a direct target of ISG15. Taken together, we propose that ISG15 promotes age-related SNHL by acting as splicing factor regulate the alternative splicing of the UAP1, as well as other genes including those of positive regulation of GTPase activity. These findings highlight the critical role of ISG15 in pathogenesis of age-related SNHL, and its potential as a therapeutic target and biomarker.

In summary, this is the inaugural high-throughput data system to analyse the mechanism by which RBP regulates selective splicing in age-related sensorineural hearing loss (SNHL). The findings of our study indicate that alternative splicing (AS) is significantly altered and plays a regulatory role in age-related sensorineural hearing loss (SNHL). Additionally, AS is predominantly enriched in pathways that regulate GTPase activity. Following network co-expression and validation analyses, it was determined that RBP Isg15 may regulate the AS of the Uap1 gene, thereby affecting the mechanism of age-related SNHL. The precise mechanism remains to be elucidated through further investigation.

This study presents the first high-throughput data-driven analysis of RNA-binding protein (RBP)-mediated alternative splicing mechanisms in age-related sensorineural hearing loss (SNHL). Our findings demonstrate the prevalence of alternative splicing dysregulation in positive regulation of GTPase activity and cytoskeleton organization, particularly Rho GTPase and their activator proteins, which may contribute to SNHL pathogenesis. We have demonstrated that RNA binding protein ISG15 is a key alternative splicing regulator which may drive the pathogenesis of age-related SNHLvia modulating alternative splicing of Uap1 AS events and positive regulation of GTPase activity. Therefore ISG15 is a potential therapeutic target in preventing age-related SNHL, which warrants further investigation.

### Limitation of the study

We are aware that this study has several limitation. Firstly, the age-related SNHL model is complicated by the factor of aging, which could not be discriminated from the disease factor of hearing loss. Secondly, the DERBP-RASE network was built by co-expression analysis. We have obtained the ISG15-regulated alternative splicing profile by analyzing ISG15 KO macrophage, further study in hair cells or neuronal cells is warranted. Thirdly, a lack of validation of the major findings in clinical data, which limits their clinical relevance. Given the limitation regarding the DERBP-RASE network built by co-expression analysis (a correlation not causation), targeted DERBP knockdown/overexpression in inner ear cell lines, followed by functional assays and direct splicing analyses are required to further explore the major findings of this study.

## Materials and methods

### Ethics declaration

The use of animals in this study was approved by the Ethics Committee for Laboratory Animal Welfare of the People’s Liberation Army Army Medical University. The ethical number was AMUWEC20245258, and all methods were carried out in accordance with the relevant guidelines and regulations. All methods are reported in accordance with ARRIVE guidelines (https://arriveguidelines.org). The animals used in the experiments were C57BL/6 J mice, aged approximately 2 months, 8 months and 12 months according to the experimental grouping.

### Establishment of SNHL mouse model

Mice were purchased from Chongqing Lapidary Biotechnology Co. Male and female mice were bred and housed under the required specific pathogen free conditions. Mice were divided into 2-month group, 8-month group and 12-month group. Six mice for each experimental group were anaesthetised using sodium pentobarbital by intraperitoneal injection and then the Auditory Brainstem Response (ABR) threshold test was carried out. We used alternating acoustic stimulation in both ears, and the stimulation sound used pure tones with different frequencies (4, 8, and 16 Hz), and the stimulation intensity was started from 90 dB, and decreased in 5 dBd increments until no III waveform could be detected. The lowest intensity that could be measured at each stimulation frequency was recorded, which was the threshold value of the mouse. ANOVA was performed on the hearing thresholds of the three groups of mice obtained, and the differences between groups were statistically significant.

### Tissue preparation and sectioning

Fresh tissues were immediately fixed in 4% paraformaldehyde (PFA) for 24 h at room temperature. Following fixation, tissues were trimmed and placed in embedding cassettes. Dehydration was performed using a graded ethanol series (75%, 85%, 90%, 95%, and 100% ethanol, 30 min each), followed by clearing in xylene (5–10 min) and infiltration with molten paraffin wax (65 °C, 1 h × 3). Tissues were embedded in paraffin blocks, cooled on a −20 °C freezing stage, and sectioned at 4 μm thickness using a microtome. Sections were floated on a 40 °C water bath, mounted onto glass slides, and dried at 60 °C overnight.

### Immunofluorescence staining

Sections were deparaffinized in xylene (10 min × 3) and rehydrated through graded ethanol (100%, 95%, and 70%, 5 min each). Antigen retrieval was performed in citrate buffer (95 °C, 15 min) followed by cooling to room temperature. After washing with PBS (3 × 5 min), sections were encircled with a hydrophobic barrier and blocked with 3% bovine serum albumin (BSA) for 30 min. Primary antibodies (Anti-SOX2 Rabbit pAb, #GB11249, Servicebio; Anti-MYO7A Rabbit mAb, #R382408, Zenbio) were applied and incubated overnight at 4 °C. After PBS washes, fluorescent secondary antibodies were applied for 50 min at room temperature in the dark. Nuclei were counterstained with DAPI (10 min), and tissue autofluorescence was quenched with sodium borohydride (5 min). Sections were washed, mounted with antifade medium, and imaged using a fluorescence microscope (NIKON ECLIPSE C1) (DAPI: 330–380 nm ex/420 nm em; FITC: 465–495 nm ex/515–555 nm em; CY3: 510–560 nm ex/590 nm em; CY5: 608–648 nm ex/672–712 nm em).

### Quantitative real-time PCR

The extracted total RNA was reverse transcribed into cDNA using a HiScript III RT SuperMix kit with gDNA wiper (R323-01, Vazyme, China) at 42˚C for 5 min, 37 ˚C for 15 min, 85 ˚C for 5 s performed on the mycycler(T100, Bio-Rad, USA). The qRT-PCR assays were performed with HieffTM qPCR SYBR® Green Master Mix (Low Rox Plus) (11202ES03, Yeasen, China) by ABI QuantStudio 5, followed by denaturing at 95˚C for 10 min, 40 cycles of denaturing at 95˚C for 15 s and annealing and extension at 60˚C for 1 min. Each sample had three technical replicates. qRT-PCR data were calculated with the 2^- ΔΔCT^ method and GAPDH was used as an endogenous reference control. Comparisons were performed with the two-way ANOVA by using GraphPad Prism software (Version number8.0, San Diego, CA). Primer sequences used in this study were as follows:

Myo7A:

Forward 5’ -ATGGCACAGAGGAATCAAGGA-3’,

Reverse 5’-TGGAGCAGATGATACTGAGGAG-3’;

Sox2:

Forward 5’ -TTGTTCAATCCTACCCTTTC-3’,

Reverse 5’-CTGATTCCAATAACAGAGCC-3’;

Gapdh:

Forward 5’-GGAGATGCTCAGTGTTGG-3’,

Reverse 5’-TGACAATGAATACGGCTACA-3’.

### RNA extraction and obtaining RNA-seq data from mice

After the test was completed, the mice were euthanised using an overdose of sodium pentobarbital, and the cochleae were collected and quickly frozen in dry ice and stored at −80 C until total RNA extraction. The RNA-Seq assay was performed by Wuhan Ruixing Biotechnology Co., Ltd. (http://www.rxbio.cc). For RNA preparation, DNA was removed by treatment with RQ1 DNase (M6101, Promega, USA). RNA-seq library preparation was performed using the VAHTS® Universal V8 RNA-seq Library Preparation Kit (NR605, Vazyme, China) for targeted RNA-seq library preparation. The mRNA was captured with VAHTS mRNA Capture Beads (N401, Vazyme, China). The fragmented mRNA was then converted to cDNA. After end repair and A-tailing, the cDNA was ligated to VAHTS RNA Multiplex Oligos 1 from Lily (N323, Vazyme, China), amplified, purified, quantified before sequencing, and stored at −80 °C. Strands labeled with dUTP (2nd cDNA strand) were not amplified, allowing strand-specific sequencing. For high-throughput sequencing, libraries were prepared according to the manufacturer’s instructions and applied to the DNBSEQ-T7 system for 150 nt pair-end sequencing.

### Retrieval and process of public data

Public sequence data files GSE196870^26^ and GSE168798^34^ were downloaded from the Sequence Read Archive (SRA) (https://www.ncbi.nlm.nih.gov/geo). SRA Run files were converted to fastq format with NCBI SRA Tool fastq-dump (v.2.8.0).

### Process of the public data and sequence data obtained in this study

The raw reads were trimmed of low-quality bases using a FASTX-Toolkit (v.0.0.13; http://hannonlab.cshl.edu/fastx_toolkit/). Then the clean reads were evaluated using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc).

### Reads alignment and differentially expressed gene (DEG) analysis

The retrieved clean reads from GSE196870 and generated in this study were aligned onto the mouse genome version GRCm39, while those from GSE168798 were aligned onto the human genome version GRCh38_v45 using HISAT2(v.2.2.1)^67^. Uniquely mapped reads were selected for further analysis, and the number of reads located on each gene was calculated. The expression levels of genes were evaluated using FPKM (fragments per kilobase of exon per million fragments mapped). DEseq2 (v.1.30.1) software was used to perform differential gene expression analysis using the reads count file^68^. DEseq2 was also used to analyze the differential expression between two or more samples and thus determine whether a gene was differentially expressed by calculating the fold change (FC) and false discovery rate (FDR), FC ≥ 2 or ≤ 0.5, FDR ≤ 0.05.

### Alternative splicing analysis

Regulatory alternative splicing events (RAS) were defined and quantified using the SUVA (v2.0) pipeline^27^. The differential splicing between two groups of sample in each comparison was analyzed. Proportion of each SUVA AS event reads (pSAR) was calculated. We used pSAR > 50% as the criterion to select the major splicing event among all detected splicing events corresponding to a specific splice site.

### Construction of DERBP–RASE regulatory network

The DERBP–RASE regulatory network was constructed by building the correlation network of the expression change of DERBPs and splicing ratio change of RASEs (pSAR ≥ 50%) in each comparison group. Pearson correlation coefficient was calculated. Age12-specific DERBP and RASE pairs satisfying absolute value of correlation coefficient ≥ 0.8 and P value ≤ 0.01 were selected. Shared DERBP and RASE pairs satisfying absolute value of correlation coefficient ≥ 0.6 and P value ≤ 0.01 were selected.

Co-expression analysis was performed between Age12-specific RAS (pSAR ≥ 50%) and RBPs Isg15, Acan and Myom1, separately. For Isg15, the co-expression threshold was set as an absolute value of correlation coefficient ≥ 0.8 and P value ≤ 0.01, while those for Acan and Myom1 was coefficient ≥ 0.6 and P value ≤ 0.01.

### Identification of differentially expressed RBPs in the groups

Then expression profile of differentially expressed RBPs were filtered out from all DEGs according to a catalog of 2,141 RNA-binding proteins (RBPs) retrieved from four previous reports^69–72^.

### Functional enrichment analysis

Gene Ontology (GO) terms and KEGG pathways were identified using KOBAS 2.0^73–76^. Hypergeometric test and Benjamini–Hochberg FDR controlling procedure were used to define the enrichment of each term.

### Other statistical analysis

Principal component analysis (PCA) analysis was performed by R package factoextra (https://cloud.r-project.org/package=factoextra) to show the clustering of samples according to the first two components. After normalizing the reads by TPM (Tags Per Million) of each gene in samples, in house-script (sogen) was used for visualization of next-generation sequence data and genomic annotations. The pheatmap package (https://cran.r-project.org/web/packages/pheatmap/index.html) in R was used to perform the clustering based on Euclidean distance. Student’s *t*-test was used for comparisons between two groups.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The sequence data were deposited into the Gene Expression Omnibus database under accession number GSE297020 and are available at the following URL:https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE297020. The secure token for reviewer access is: ebkjygegzdgplmf.

How the deposited data were processed for this re-analysis (not part of the article)

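Cochlear RNA of C57BL/6J mice aged about 2 months (Ctrl), 8 months (Age8) and 12 months (Age12) was analysed, with 3 libraries per group and 9 in all. Samples were assigned to groups and replicates from the sample labels, which name the age group and the replicate number, and no library was left out. The other datasets of the paper, the splicing events, the ABR thresholds, the immunofluorescence and the RT-qPCR were not analysed here.

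The authors trimmed the reads with FASTX-Toolkit 0.0.13, aligned them to GRCm39 with HISAT2 2.2.1, kept uniquely mapped reads and deposited the number of reads on each gene as counts without normalization. The paper's text names neither the counting program nor the annotation release. Every gene of the count table has at least 1 count over the 9 libraries. The authors also computed FPKM from their counts and deposited it for 32007 of the 32066 genes; the gene length they used is not stated in the text. Strand-specific paired-end libraries were made, and since the text does not say whether the counting used the strand, genes that overlap on either strand, and genes with near-identical copies, are reported as uncertain. Coordinates were taken from the GENCODE M39 annotation of GRCm39, in which 31736 of the 32066 gene identifiers were found without their version and 10790 with the same version. All 9 columns of both tables were used, and 0 columns of per-sample values were left unused.

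The total count per library, with a median of 33045923 over all libraries, was taken as its depth. It covers counting error only, and reads without molecular identifiers are not independent molecules. A gene with at most 3 counts in every library of a group was treated as at the floor, and its fold change is given only as a lower bound.

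Differential expression was tested in R 4.3.3 with edgeR 4.0.16, by its quasi-likelihood test (glmQLFit and glmQLFTest) on the deposited counts, with TMM factors, genes kept by filterByExpr over the 3 groups, 1 design of 3 groups without an intercept, and Benjamini-Hochberg adjustment over the genes tested. A DEG had an adjusted p of at most 0.05 and a fold change of at least 2 or at most 0.5, as in the paper's methods. A named gene or a list was called at an adjusted p of at most 0.05. The standard error of a log2 fold change was its absolute value divided by the square root of the quasi-likelihood F. FPKM of 3 libraries against 3 was compared with a two-sided exact permutation test, for which 0.1 is the smallest possible p. CPM values are normalized with the TMM factors. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) and fry, with adjustment over the lists and comparisons of each family (36 tests for the marker lists, 15 for the lists added later and 6 for the DERBP lists). Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

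The genes named in the text are those the paper names for this dataset, the members of the DERBP lists where a count is broken down, in each comparison the 3 DEGs with the largest rise and the 3 with the largest fall among DEGs with a mean of at least 1 CPM over the 9 libraries whose groups do not overlap, and the 3 members of highest mean CPM of each marker list. The Age12-specific and Shared DERBPs of the published dataset were read from Fig. 3G and Fig. 3H. The marker lists cover skeletal muscle, bone, bone marrow, cartilage, macrophages, proliferation, the interferon response, hair cells, supporting cells, the stria vascularis, neurons and myelin. The levels of some members of the myelin list are not reported here. The lists for glands, epithelium, the pituitary, nociceptors (pain neurons) and the choroid plexus were written after the data were examined. The marker lists come from general knowledge of these tissues, not from these libraries, except that some nociceptor and choroid plexus members were noticed among the changed genes first. No gene is in more than 1 marker list. For a gene or list set beside a marker list, the slope within groups was computed from the log2 CPM of the 9 libraries minus the group means, and compared with the ratio of the changes between groups. Libraries of a group were compared in pairs by a chi-square per gene on their counts.

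The alternatives tried were DESeq2 1.42.0, RLE and upper-quartile factors, the 50 most counted genes left out, no filter, at least 10 counts in every library, only the 6 libraries compared, the replicate number as a block, the skeletal muscle score as a covariate, limma on log2(FPKM + 1) and log2(FPKM + 0.1), no fold change cutoff, fry, FPKM divided by the TMM factor and each library left out in turn. Libraries 1 and 2, 1 and 3, or 2 and 3 of each group, a gland score as a covariate, and an offset for the trend of each library with GC content and transcript length (known for 31744 genes) were added later. The whole edgeR procedure was tested on simulated counts drawn from the real means and library sizes, in which 71.0% of 200 genes changed by 4-fold were recovered on average over 3 simulations of 18841 genes, with a mean of 7.67 unchanged genes called. To see how far the shared Ctrl libraries alone link the comparisons, 20 simulations of unchanged groups were run, with the counts of all 9 libraries drawn around the Ctrl means at the fitted dispersions.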

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

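The tests on the nociceptor and choroid plexus lists, the slope within groups of the proliferation list on the bone marrow list, and the count of genes that differ in Age12 from both other groups, were chosen only after the result was seen.

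The Y-linked gene Ddx3y, which the paper does not discuss, averaged 36.6 CPM in Age8 and 32.7 CPM in Age12, above every Ctrl library. Kdm5d, Eif2s3y and Uty, which are also Y-linked, averaged 0.0465, 0.196 and 0.0365 CPM in Ctrl, 7.51, 36.9 and 3.63 CPM in Age8, and 9.36, 35.5 and 3.45 CPM in Age12. Uty was chosen after its values were seen. Xist was at least 219.1 CPM in the Ctrl libraries. An unequal number of male and female mice in the groups is a candidate explanation for differences between Ctrl and Age8. Every Ctrl library had Xist and almost no Y-linked counts and every Age8 library the reverse, so for Ctrl against Age8 sex and age cannot be told apart. Age12 vs Ctrl shares this limit in part, since every Age12 library had Ddx3y at 24.0 CPM or more and Xist at 41.2 CPM or less, and so do the genes called in both comparisons with Ctrl. The level of Y-linked genes did vary within Age8, as for Kdm5d with 3.65, 10.4 and 8.44 CPM in replicates 1, 2 and 3. Xist and Ddx3y were expressed together in Age12 replicates 2 and 3, which argues against RNA of a single mouse of either sex in each. As the whole cause of the differences of Age12 from both other groups, sex is argued against by the genes that changed in Age12 against both other groups, since Age12 lies between Ctrl and Age8 in Xist. Of the 367 genes called in both Age12 comparisons, 342 changed in the same direction (143 higher and 199 lower in Age12), and 335 of those are not on X or Y. Age itself was not tested apart from sex. Xist overlaps its antisense gene Tsix, so its counts are less certain.

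Skeletal muscle genes, which the paper does not discuss as a group, were higher in Age8, with a skeletal muscle list median in Age8 vs Ctrl of 2.35 on the log2 scale (camera, adjusted p = 2.35e-10). All 20 genes were higher and 13 were DEGs, and fry also called the list (adjusted p = 0.0285). The most abundant members Atp2a1, Acta1 and Tnnt3 averaged 7704, 4534 and 5038 CPM in Ctrl and 28560, 28800 and 26570 CPM in Age8. Every Ctrl library expressed all 20 genes at 1 CPM or more. Without each library in turn the median lay between 1.80 and 2.94, and with the GC content and length trend removed it was 2.31. Leaving out the 50 most counted genes gave 2.33. Neither trend accounts for it. A larger share of skeletal muscle in the dissected tissue may account for the change. A change of gene expression within muscle with age stays open, as untested. The list's own score as a covariate gave -0.014 by construction.

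Bone marrow and proliferation genes rose in Age8 and were lower in Age12. The bone marrow list median in Age8 vs Ctrl was 0.79 (camera, adjusted p = 0.00616, fry 0.0285; 18 of 19 genes higher, 4 DEGs), and the bone marrow list median in Age12 vs Age8 was -1.38 (camera, adjusted p = 3e-05, fry 0.00615; 0 of 19 higher, 11 DEGs). The proliferation list median in Age8 vs Ctrl was 0.76 (camera, adjusted p = 0.00374, fry 0.000605; 12 of 15 higher, 1 DEG), and the proliferation list median in Age12 vs Age8 was -1.94 (camera, adjusted p = 1.91e-14, fry 1.09e-06; 0 of 15 higher, 12 DEGs). Against Ctrl, the medians in Age12 were -0.78 for bone marrow (camera, adjusted p = 0.0749, fry 0.0899; 2 of 19 higher) and -1.23 for proliferation (camera, adjusted p = 2.62e-09, fry 9.69e-06; 0 of 15 higher, 7 DEGs). The bone marrow list median in Age12 vs Ctrl was called without Ctrl replicate 1 (-0.97) or Age8 replicate 1 (-0.78), and with some alternatives that kept all libraries, among them RLE factors (-0.70) and limma on log2(FPKM + 1) (-0.48), at adjusted p from 3.4e-05 to 0.454 over all its alternatives. The difference between the aged groups is thus tested by the Age12 vs Age8 comparison itself. Ltf, Hbb-bs and Hba-a1, the most abundant bone marrow members, averaged 6153, 467 and 219 CPM in Ctrl, 2025, 556 and 278 CPM in Age8, and 1188, 260 and 129 CPM in Age12. Ltf, which glands also express, went against the list in Age8. Pcna, Mki67 and Mcm6 averaged 32.2, 14.1 and 16.6 CPM in Ctrl, 34.9, 24.0 and 14.4 CPM in Age8, and 28.2, 4.93 and 8.97 CPM in Age12. At 1 CPM or more, 16 of the 21 bone marrow genes and 11 of the 15 proliferation genes were expressed in every Ctrl library. More bone marrow in some libraries is argued against as the whole cause of the proliferation changes, although the 2 lists moved the same way between the groups. Within groups the proliferation median changed by -0.0512 log2 units per log2 unit of the bone marrow median (from -0.147 to 0.0767 without each library in turn), where the changes between groups need at least 0.958. The slope was 0.0538 in Ctrl, -0.197 in Age8 and 2.11 in Age12, whose bone marrow medians span only 0.17. From replicate 1 to replicate 2 the median log2 CPM of bone marrow rose from 2.99 to 4.19 in Ctrl and from 4.81 to 6.0 in Age8, while that of proliferation went from 2.17 to 2.23 and from 2.89 to 2.65. Bone genes did not move with the marrow genes, as their median fell by 1.98 in Age8 vs Ctrl. The bone marrow median in Age8 vs Ctrl was 1.27 without Ctrl replicate 2. With the skeletal muscle score as a covariate it was 0.25 and no longer called (camera, adjusted p = 0.398, against 2.58e-05 to 0.398 over its alternatives). On the log2(FPKM + 1) scale of limma, the medians in Age8 vs Ctrl and Age12 vs Age8 were 0.18 and -0.54 for bone marrow and 0.12 and -0.42 for proliferation. A change of proliferation with age stays open, as untested.

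Neuron and myelin genes were lower in Age8 and higher in Age12. The neuron list median in Age12 vs Age8 was 1.90 (camera, adjusted p = 5e-04, fry 0.0448; 10 of 10 genes higher, 2 DEGs), and the myelin list median in Age12 vs Age8 was 2.17 (camera, adjusted p = 3.32e-07, fry 0.0074; 8 of 8 higher, 8 DEGs). Against Ctrl the neuron medians were -0.72 in Age8 (camera, adjusted p = 0.295) and 1.33 in Age12 (0.00922), and the myelin medians -1.36 (0.00288) and 1.02 (0.0169). Of these 4, fry called only myelin in Age8 vs Ctrl (adjusted p = 0.0448). Snap25, Calb2 and Nefh averaged 465, 314 and 157 CPM in Ctrl, 338, 154 and 71.7 CPM in Age8, and 1010, 378 and 263 CPM in Age12. Mbp averaged 1121 CPM in Ctrl, 360 CPM in Age8 and 2433 CPM in Age12. All 10 neuron and all 8 myelin genes had at least 1 CPM in every Ctrl library. The neuron list median in Age8 vs Ctrl was -0.39 without Ctrl replicate 1, -0.23 without Age8 replicate 1 and -1.33 without Age8 replicate 2, and it reversed to 0.45 with the skeletal muscle score as a covariate. The myelin list median in Age12 vs Ctrl was 0.84 without Ctrl replicate 2, where its call was lost. With the GC content and length trend removed, the Age12 vs Age8 medians were 1.96 and 2.22, and without the 50 most counted genes 1.90 and 2.18, so these trends are not the whole cause. The neuron list was not called with limma on log2(FPKM + 0.1) (3.46; adjusted p = 0.0673, against 9.46e-06 to 0.0673 over its alternatives). Different amounts of nerve in the dissected tissue were not tested apart from a change of neurons or glia with age.

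Nociceptor genes, marking pain neurons of sensory ganglia, were higher in Age12, with a pain neuron list median in Age12 vs Ctrl of 3.2 (camera, adjusted p = 1.67e-31, fry 2.67e-06; 14 of 15 genes higher, 13 DEGs). The pain neuron list median in Age12 vs Age8 was 3.93 (camera, adjusted p = 1.39e-28, fry 1.01e-06; 15 of 15 higher, 13 DEGs), or 3.64 with genes at the floor set to their bound. Age8 lay on the other side of Ctrl (-0.74, or -0.44 at the bound; camera, adjusted p = 0.403). Avil, Calca and Tac1 averaged 6.59, 0.911 and 4.82 CPM in Ctrl, 8.35, 0.634 and 2.82 CPM in Age8, and 38.7, 40.2 and 18.2 CPM in Age12. Only 4 of the 15 genes reached 1 CPM in every Ctrl library. Some members had been noticed among the changed genes, so the other 10 were tested alone. Their median was 2.66 in Age12 vs Ctrl, with 9 higher and 8 DEGs, and 3.06 in Age12 vs Age8. Without each library in turn the medians of the whole list lay between 2.98 and 3.55 against Ctrl and between 3.63 and 4.09 against Age8. The pain neuron list median in Age8 vs Ctrl was -0.46 without Ctrl replicate 1. Sensory ganglion tissue in the Age12 libraries is a candidate source of these transcripts. A change of gene expression in cochlear neurons with age was not tested.

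Choroid plexus genes were higher in Age12 too, with a choroid plexus list median in Age12 vs Ctrl of 3.2 (camera, adjusted p = 9.26e-15, fry 8.87e-05; 11 of 12 genes higher, 9 DEGs). The choroid plexus list median in Age12 vs Age8 was 3.74 (camera, adjusted p = 1.14e-15, fry 5.68e-05; 11 of 12 higher, 11 DEGs higher and 1 lower). In Age8 vs Ctrl it was -0.66 (camera, adjusted p = 0.0809, fry 0.0358). Aqp1, Ttr and Enpp2 averaged 131, 29.7 and 50.5 CPM in Ctrl, 186, 11.5 and 36.0 CPM in Age8, and 84.5, 3211 and 640 CPM in Age12, so Aqp1, which other tissues also express, went the other way. At 1 CPM or more, 8 of the 12 genes were expressed in every Ctrl library. The 8 members that had not been noticed before had a median of 1.64 in Age12 vs Ctrl, with 7 higher and 5 DEGs, and 2.51 in Age12 vs Age8. Without each library in turn the medians of the whole list stayed between 2.88 and 3.67 against Ctrl and between 3.31 and 3.97 against Age8. The choroid plexus list median in Age8 vs Ctrl was -0.30 without Ctrl replicate 1 and -1.01 without Ctrl replicate 2, where it was called. Choroid plexus tissue in the Age12 libraries is a candidate source, and no biological explanation was tested.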

How the results depend on the processing

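The fits with libraries 1 and 2, 1 and 3, or 2 and 3 of each group, the gland score as a covariate and the GC content and length trend were chosen only after the results were seen. The other alternatives below were chosen before the data were examined, as were the main test, the DERBP and marker lists other than the gland, epithelium, pituitary, nociceptor and choroid plexus lists, and the rule for the genes named. Values under the alternative are in parentheses, as a number of genes for DEGs and as a (median) log2 fold change otherwise. For these changes the cause was not tested, except where fewer libraries or genes are tested.

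The 26 main results are the 5 counts of DEGs, the 15 log2 fold changes of Isg15, Acan, Myom1, Esrp1 and Caprin1, and the 6 medians of the DERBP lists. All 26 kept their direction and their side of the threshold, or stayed within 1.5 times for a count, with RLE factors, without the 50 most counted genes, without a filter on low counts and with the GC content and length trend removed. With RLE factors, among the other results, the macrophage list median in Age8 vs Ctrl (0.014), the interferon list median in Age12 vs Age8 (0.0075) and the stria list median in Age12 vs Age8 (0.0062) changed sign. Leaving out the 50 most counted genes turned the pituitary list median in Age12 vs Age8 (-0.34), dropping the filter turned the hair cell list median in Age8 vs Ctrl (-0.033), and removing the GC content and length trend turned the interferon list median in Age12 vs Age8 (0.033) and the stria list median in Age12 vs Age8 (0.022). Upper-quartile factors turned only the Isg15 log2 fold change in Age12 vs Age8 (-0.0075). The limma fits used the authors' FPKM without a further scaling, and with them the median log2 fold change of all tested genes moved from -0.0774 to 0.213 (pseudocount 1) and 0.411 (pseudocount 0.1) in Age12 vs Age8, from -0.117 to -0.213 and -0.453 in Age8 vs Ctrl, and from -0.00627 to 0.080 and 0.148 in Age12 vs Ctrl.

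With DESeq2, 22 of the 26 main results were unchanged in this sense. The Age12-specific DEGs (609) changed by more than 1.5 times. The Esrp1 log2 fold change in Age12 vs Ctrl (-2.09), the Myom1 log2 fold change in Age12 vs Age8 (-1.52) and the median of the Shared DERBPs of the published dataset in Age12 vs Ctrl (-0.48) now passed the threshold. The macrophage list median in Age8 vs Ctrl (0.017), the interferon list median in Age12 vs Age8 (0.0077) and the stria list median in Age12 vs Age8 (0.019) changed sign.

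Testing only genes with at least 10 counts in every library left 15113 genes, and 97 of the 118 other results had a value. More than 1.5 times away were the Age12-specific DEGs (208). The sign turned for the supporting cell list median in Age8 vs Ctrl (-0.51), the hair cell list median in Age12 vs Ctrl (-0.043), the interferon list median in Age12 vs Age8 (0.0015) and the pituitary list median in Age12 vs Age8 (-0.64).

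With no fold change cutoff, the counts of the 3 comparisons rose by construction. A change of more than 1.5 times was seen for DEGs in Age8 vs Ctrl (5457) and DEGs in Age12 vs Ctrl (2973). The counts that moved by more than 1.5 times were DEGs in Age12 vs Age8 (4599), the Age12-specific DEGs (659) and the Shared DEGs (1306).

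With only the 6 libraries compared in the fit, 8 of the main results changed. DEGs in Age8 vs Ctrl (1450), DEGs in Age12 vs Ctrl (2914) and the Shared DEGs (423) changed by more than 1.5 times. Past the threshold here were the Esrp1 log2 fold change in Age12 vs Ctrl (-2.17), the Isg15 log2 fold change in Age12 vs Ctrl (1.17) and the Myom1 log2 fold change in Age12 vs Age8 (-1.52). The Acan log2 fold change in Age8 vs Ctrl (-1.02) and the Myom1 log2 fold change in Age8 vs Ctrl (2.24) no longer passed the threshold. A change of sign was seen for the pituitary list median in Age12 vs Age8 (-0.66).

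The same replicate number was given to a Ctrl, an Age8 and an Age12 library, but same-numbered libraries did not deviate together, with correlations of their deviations from the group means from -0.320 to 0.141 across genes (genes are not independent replicates). The fit with a replicate block is therefore given here only. More than 1.5 times away were DEGs in Age12 vs Ctrl (587), DEGs in Age12 vs Age8 (1291), the Age12-specific DEGs (138) and the Shared DEGs (237). The call was lost for the Myom1 log2 fold change in Age8 vs Ctrl (2.34). The opposite sign was found for the Slc26a4 log2 fold change in Age12 vs Age8 (0.033), the supporting cell list median in Age8 vs Ctrl (-0.13) and the stria list median in Age12 vs Age8 (0.027).

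The skeletal muscle score as a covariate takes up the muscle genes by construction. A change of more than 1.5 times was seen for DEGs in Age8 vs Ctrl (274), DEGs in Age12 vs Age8 (700), the Age12-specific DEGs (147) and the Shared DEGs (113). The threshold was now passed by the median of the Age12-specific DERBPs of the published dataset in Age8 vs Ctrl (0.55) and the median of the Shared DERBPs of the published dataset in Age12 vs Ctrl (-0.34). Calls were lost for the Acan log2 fold change in Age8 vs Ctrl (-0.62) and the Myom1 log2 fold change in Age8 vs Ctrl (0.28). Reversed were the Caprin1 log2 fold change in Age12 vs Age8 (-0.13), the Isg15 log2 fold change in Age12 vs Age8 (-0.55) and the Myo7a log2 fold change in Age8 vs Ctrl (0.93). The direction turned for the Rbm38 log2 fold change in Age8 vs Ctrl (-0.053), the skeletal muscle list median in Age8 vs Ctrl (-0.014) and the cartilage list median in Age8 vs Ctrl (0.19). The macrophage list median in Age8 vs Ctrl (0.45), the stria list median in Age8 vs Ctrl (1.18), the neuron list median in Age8 vs Ctrl (0.45) and the choroid plexus list median in Age8 vs Ctrl (0.25) had the other sign. Opposite in sign were the stria list median in Age12 vs Ctrl (1.24), the cartilage list median in Age12 vs Age8 (-0.34) and the bone list median in Age12 vs Age8 (-0.078). The hair cell list median in Age12 vs Age8 (-0.85), the supporting cell list median in Age12 vs Age8 (-0.017), the gland list median in Age12 vs Age8 (0.59) and the pituitary list median in Age12 vs Age8 (-1.05) changed sign.

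limma on log2(FPKM + 1) changed 9 of the main results, each fold change being on that scale. The counts that moved by more than 1.5 times were DEGs in Age8 vs Ctrl (1430), DEGs in Age12 vs Ctrl (859) and the Age12-specific DEGs (149). Newly called were the Esrp1 log2 fold change in Age12 vs Ctrl (-1.61) and the Esrp1 log2 fold change in Age8 vs Ctrl (-1.39). The sign turned for the Acan log2 fold change in Age12 vs Age8 (0.056), the Caprin1 log2 fold change in Age8 vs Ctrl (-0.23) and the Cdh23 log2 fold change in Age8 vs Ctrl (-0.0028). A change of sign was seen for the Slc26a4 log2 fold change in Age12 vs Age8 (0.69), the Slc26a4 log2 fold change in Age8 vs Ctrl (-0.15), the Uap1 log2 fold change in Age8 vs Ctrl (-0.25) and the median of the Age12-specific DERBPs of the published dataset in Age8 vs Ctrl (-0.059). The opposite sign was found for the median of the Shared DERBPs of the published dataset in Age8 vs Ctrl (-0.022), the interferon list median in Age8 vs Ctrl (-0.089), the hair cell list median in Age8 vs Ctrl (-0.061) and the supporting cell list median in Age8 vs Ctrl (-0.55). Reversed were the stria list median in Age12 vs Ctrl (0.0017), the interferon list median in Age12 vs Age8 (0.36), the macrophage list median in Age12 vs Age8 (0.17) and the stria list median in Age12 vs Age8 (0.24).

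limma with a pseudocount of 0.1 changed 8 of the main results. The Age12-specific DEGs (202) and the Shared DEGs (1057) changed by more than 1.5 times. The Esrp1 log2 fold change in Age12 vs Ctrl (-2.16) and the Esrp1 log2 fold change in Age8 vs Ctrl (-1.82) now passed the threshold. The direction turned for the Acan log2 fold change in Age12 vs Age8 (0.10), the Caprin1 log2 fold change in Age8 vs Ctrl (-0.28) and the Slc26a4 log2 fold change in Age12 vs Age8 (1.16). The Slc26a4 log2 fold change in Age8 vs Ctrl (-0.49), the Uap1 log2 fold change in Age8 vs Ctrl (-0.27), the median of the Age12-specific DERBPs of the published dataset in Age8 vs Ctrl (-0.15) and the median of the Shared DERBPs of the published dataset in Age8 vs Ctrl (-0.092) had the other sign. Opposite in sign were the interferon list median in Age8 vs Ctrl (-0.20), the hair cell list median in Age8 vs Ctrl (-0.39) and the supporting cell list median in Age8 vs Ctrl (-0.94). The stria list median in Age12 vs Ctrl (0.11), the interferon list median in Age12 vs Age8 (0.55), the macrophage list median in Age12 vs Age8 (0.27) and the stria list median in Age12 vs Age8 (0.70) changed sign.

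With libraries 1 and 2 of each group, no gene was called, and 3264, 2190 and 2498 genes had an unadjusted p under 0.05 in Age8 vs Ctrl, Age12 vs Ctrl and Age12 vs Age8. Simulations with 2 libraries per group (dispersion 0.232, 0.116 with 3) recovered 0% of 200 changed genes, against 71.0% with 3. Pairs with replicate 3 gave DEGs, so fewer libraries alone do not give 0. More than 1.5 times away were DEGs in Age8 vs Ctrl (0) and DEGs in Age12 vs Ctrl (0). So were DEGs in Age12 vs Age8 (0), the Age12-specific DEGs (0) and the Shared DEGs (0). Below the threshold fell the Acan log2 fold change in Age12 vs Ctrl (-1.41), the Acan log2 fold change in Age8 vs Ctrl (-1.10) and the Myom1 log2 fold change in Age8 vs Ctrl (2.25). The sign turned for the hair cell list median in Age8 vs Ctrl (-0.059) and the stria list median in Age12 vs Age8 (0.023).

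Libraries 1 and 3 of each group gave 2573 and 2268 DEGs in the 2 comparisons with Age8, but few in Age12 vs Ctrl, where 6135 genes had an unadjusted p under 0.05. The counts that moved by more than 1.5 times were DEGs in Age12 vs Ctrl (2), the Age12-specific DEGs (1) and the Shared DEGs (1). The Acan log2 fold change in Age12 vs Ctrl (-1.62) no longer passed the threshold. A change of sign was seen for the Slc26a4 log2 fold change in Age12 vs Age8 (0.69), the Slc26a4 log2 fold change in Age8 vs Ctrl (-0.67) and the interferon list median in Age8 vs Ctrl (-0.12). The opposite sign was found for the hair cell list median in Age8 vs Ctrl (-0.86), the supporting cell list median in Age8 vs Ctrl (-0.76) and the interferon list median in Age12 vs Ctrl (-0.046). Reversed were the hair cell list median in Age12 vs Ctrl (-0.14), the interferon list median in Age12 vs Age8 (0.25), the stria list median in Age12 vs Age8 (0.39) and the pituitary list median in Age12 vs Age8 (-0.11).

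Libraries 2 and 3 of each group leave out Age8 replicate 1, and all 5 counts of DEGs stayed within 1.5 times. Past the threshold here were the Esrp1 log2 fold change in Age8 vs Ctrl (-1.88) and the Isg15 log2 fold change in Age12 vs Ctrl (1.26). The threshold was now passed by the Isg15 log2 fold change in Age8 vs Ctrl (1.72), the Myom1 log2 fold change in Age12 vs Age8 (-1.30) and the median of the Age12-specific DERBPs of the published dataset in Age8 vs Ctrl (0.34). The direction turned for the Caprin1 log2 fold change in Age12 vs Age8 (-0.053), the Esrp1 log2 fold change in Age12 vs Age8 (0.14) and the Isg15 log2 fold change in Age12 vs Age8 (-0.46). The Myo7a log2 fold change in Age8 vs Ctrl (0.26), the macrophage list median in Age8 vs Ctrl (0.27) and the stria list median in Age8 vs Ctrl (0.45) had the other sign. Opposite in sign were the neuron list median in Age8 vs Ctrl (0.15), the stria list median in Age12 vs Ctrl (0.24) and the bone list median in Age12 vs Age8 (-0.065). The hair cell list median in Age12 vs Age8 (-0.22), the gland list median in Age12 vs Age8 (0.51), the epithelium list median in Age12 vs Age8 (0.11) and the pituitary list median in Age12 vs Age8 (-0.42) changed sign.

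The gland score as a covariate takes up the gland genes by construction. It left 3654 genes with an unadjusted p under 0.05 in Age12 vs Ctrl. DEGs in Age12 vs Ctrl (9), the Age12-specific DEGs (2) and the Shared DEGs (5) changed by more than 1.5 times. The call was lost for the Acan log2 fold change in Age12 vs Ctrl (-1.46) and the Acan log2 fold change in Age8 vs Ctrl (-1.02). The sign turned for the Caprin1 log2 fold change in Age12 vs Ctrl (-0.081), the Caprin1 log2 fold change in Age8 vs Ctrl (-0.14) and the Esrp1 log2 fold change in Age8 vs Ctrl (0.46). A change of sign was seen for the Isg15 log2 fold change in Age8 vs Ctrl (-0.037), the Myo7a log2 fold change in Age12 vs Ctrl (-0.27), the Slc26a4 log2 fold change in Age12 vs Age8 (0.12) and the Slc26a4 log2 fold change in Age12 vs Ctrl (-1.25). The opposite sign was found for the Slc26a4 log2 fold change in Age8 vs Ctrl (-1.37), the interferon list median in Age8 vs Ctrl (-0.45), the hair cell list median in Age8 vs Ctrl (-1.27) and the supporting cell list median in Age8 vs Ctrl (-1.12). Reversed were the gland list median in Age8 vs Ctrl (0.15), the interferon list median in Age12 vs Ctrl (-0.60), the hair cell list median in Age12 vs Ctrl (-1.05) and the supporting cell list median in Age12 vs Ctrl (-0.54). The direction turned for the neuron list median in Age12 vs Ctrl (-0.028), the gland list median in Age12 vs Ctrl (0.20), the stria list median in Age12 vs Age8 (0.033) and the gland list median in Age12 vs Age8 (0.12).

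With fry in place of camera, the calls gained among the main results were for the median of the Shared DERBPs of the published dataset in Age8 vs Ctrl (0.27) and the median of the Shared DERBPs of the published dataset in Age12 vs Ctrl (-0.57), while the medians are those of the main test.

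Each library was also left out in turn, in 9 fits. Each result that changed is given with its lowest and highest value. The number of DEGs in Age12 vs Ctrl ranged from 560 without Age12 replicate 1 to 3018 without Age8 replicate 1. The number of DEGs in Age8 vs Ctrl lay between 1507 without Age8 replicate 3 and 2957 without Ctrl replicate 2. Without Age12 replicate 3, the number of DEGs in Age12 vs Age8 was 273, and without Age8 replicate 2 it was 3772. For the number of Age12-specific DEGs, the values ran from 73 without Age12 replicate 3 to 700 without Age8 replicate 2. The lowest value of the number of Shared DEGs was 191 without Age8 replicate 3, and the highest 1206 without Age8 replicate 1. The Acan log2 fold change in Age8 vs Ctrl went from -1.26 without Ctrl replicate 2 up to -0.85 without Age8 replicate 2, also changed without Age8 replicate 3 (-0.99). The Caprin1 log2 fold change in Age12 vs Age8 ranged from -0.055 without Age8 replicate 1 to 0.18 without Age8 replicate 2. The Caprin1 log2 fold change in Age8 vs Ctrl lay between -0.040 without Ctrl replicate 2 and 0.25 without Age8 replicate 1. Without Ctrl replicate 2, the Cdh23 log2 fold change in Age8 vs Ctrl was -0.026, and without Ctrl replicate 1 it was 0.75. For the Esrp1 log2 fold change in Age12 vs Ctrl, the values ran from -2.54 without Age12 replicate 2 to -1.79 without Age12 replicate 1, also changed without Age8 replicate 1 (-2.17) and Age8 replicate 2 (-2.17). The lowest value of the Isg15 log2 fold change in Age12 vs Age8 was -0.48 without Age8 replicate 1, and the highest 0.65 without Age8 replicate 2. The Isg15 log2 fold change in Age12 vs Ctrl went from 1.07 without Ctrl replicate 2 up to 1.28 without Ctrl replicate 1, also changed without Age8 replicate 1 (1.17). The Isg15 log2 fold change in Age8 vs Ctrl ranged from 0.52 without Age8 replicate 2 to 1.64 without Age8 replicate 1. The Myo7a log2 fold change in Age8 vs Ctrl lay between -0.53 without Ctrl replicate 2 and 0.032 without Ctrl replicate 1. Without Age8 replicate 2, the Myom1 log2 fold change in Age12 vs Age8 was -1.83, and without Age8 replicate 1 it was -1.29, also changed without Ctrl replicate 1 (-1.52) and Ctrl replicate 2 (-1.52). For the Myom1 log2 fold change in Age8 vs Ctrl, the values ran from 1.76 without Ctrl replicate 1 to 2.80 without Ctrl replicate 2, also changed without Ctrl replicate 3 (2.13) and Age8 replicate 3 (2.39). The lowest value of the Slc26a4 log2 fold change in Age12 vs Age8 was -0.67 without Age8 replicate 1, and the highest 0.74 without Age8 replicate 2. The Slc26a4 log2 fold change in Age12 vs Ctrl went from -0.015 without Ctrl replicate 2 up to 0.75 without Ctrl replicate 1. The Slc26a4 log2 fold change in Age8 vs Ctrl ranged from -0.38 without Age8 replicate 2 to 1.03 without Age8 replicate 1. The Uap1 log2 fold change in Age8 vs Ctrl lay between -0.0063 without Ctrl replicate 2 and 0.26 without Age8 replicate 3. Without Ctrl replicate 2, the median of the Age12-specific DERBPs of the published dataset in Age8 vs Ctrl was 0.0078, and without Age8 replicate 1 it was 0.39.

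The medians of some marker lists changed sign in a fit without 1 library. For the macrophage list median in Age8 vs Ctrl, the values ran from -0.17 without Age8 replicate 2 to 0.24 without Age8 replicate 1, also changed without Ctrl replicate 1 (0.014) and Age8 replicate 3 (0.010). The lowest value of the stria list median in Age12 vs Ctrl was -0.68 without Ctrl replicate 2, and the highest 0.21 without Ctrl replicate 1. The hair cell list median in Age8 vs Ctrl went from -0.53 without Age8 replicate 2 up to 0.46 without Ctrl replicate 1, also changed without Ctrl replicate 2 (-0.43) and Age8 replicate 3 (-0.072). The supporting cell list median in Age8 vs Ctrl ranged from -0.65 without Age8 replicate 2 to 0.70 without Age8 replicate 1, also changed without Ctrl replicate 2 (-0.19). The interferon list median in Age12 vs Ctrl lay between -0.048 without Ctrl replicate 2 and 0.36 without Ctrl replicate 1. Without Ctrl replicate 2, the hair cell list median in Age12 vs Ctrl was -0.19, and without Ctrl replicate 1 it was 0.62. For the stria list median in Age8 vs Ctrl, the values ran from -0.86 without Age8 replicate 2 to 0.24 without Age8 replicate 1. The lowest value of the cartilage list median in Age12 vs Age8 was -0.059 without Age8 replicate 1, and the highest 0.33 without Age8 replicate 2. The hair cell list median in Age12 vs Age8 went from -0.25 without Age8 replicate 1 up to 0.63 without Age8 replicate 2. The pituitary list median in Age12 vs Age8 ranged from -0.54 without Age12 replicate 1 to 0.20 without Age12 replicate 3, also changed without Age8 replicate 1 (-0.23). The interferon list median in Age8 vs Ctrl lay between -0.10 without Age8 replicate 2 and 0.61 without Age8 replicate 1. Without Age8 replicate 1, the interferon list median in Age12 vs Age8 was -0.45, and without Age8 replicate 2 it was 0.31, also changed without Age12 replicate 2 (0.017). For the stria list median in Age12 vs Age8, the values ran from -0.44 without Age8 replicate 1 to 0.53 without Age8 replicate 2, also changed without Age12 replicate 1 (0.012).

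Among the other results, for the remaining genes and lists, 114 calls were lost and 29 gained over the alternatives set beforehand, 134 lost and 17 gained over the fits that each left out a library, and 130 lost and 23 gained over the alternatives chosen afterwards. Dividing FPKM by each library's TMM factor moved 5 of the 15 group means of the 5 named genes by more than 1 SD. Depth limits the genes with few counts, such as Isg15 with 41 counts in Age8 replicate 1, and genes at or under 3 counts in a group, for which only a lower bound of the fold change is given.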

Differences from the paper's values

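The fit with libraries 2 and 3 of each group was chosen only after the result was seen. The adjusted p ranges over the alternatives also include the other fits chosen afterwards, such as the gland score as a covariate. The other tests here were chosen beforehand. The group means of Isg15, Acan and Myom1 in Fig. 6B were read by eye and then measured again by pixel position. The deposited values were already known, so the comparison was not blind. No value differed from the mean of the deposited FPKM by more than the replicate SD and 1.5 times.

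The paper states that Isg15 was increased in an Age12-specific pattern, and Fig. 6B marks a significant difference between Ctrl and Age12. The paper's methods name Student's t-test for comparing groups, and the legend of Fig. 6 explains its marks by p cutoffs. A mark of Fig. 6B and a call at a p adjusted over all genes tested are therefore unlike measures. On the deposited FPKM, every Age12 library exceeded every Ctrl library in Isg15. The Isg15 log2 fold change in Age12 vs Ctrl was 1.17 (edgeR, adjusted p = 0.172) and was not called. It was called with only the 6 libraries compared (1.17, adjusted p = 0.00362) and without Age8 replicate 1 (1.17, adjusted p = 0.00591). It was also called with libraries 2 and 3 of each group (1.26, adjusted p = 0.0342), a setting chosen after seeing the values. Over its alternatives the adjusted p ranged from 0.00362 to 0.977. The Isg15 log2 fold change in Age12 vs Age8, which the paper's definition of Age12-specific also needs, was 0.013 and was called under no alternative that was run (adjusted p from 0.146 to 1).

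The paper states that Myom1 was increased in a Shared pattern, while Fig. 6B marks a significant difference for Age8 against Ctrl only. The Myom1 log2 fold change in Age12 vs Ctrl was 0.66 (edgeR, adjusted p = 0.399), and no alternative that was run called it (adjusted p from 0.0948 to 0.994).

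The paper states that Esrp1 was significantly down-regulated in the aged cochlea in this dataset, and elsewhere that neither Esrp1 nor Caprin1 changed significantly with age. The Esrp1 log2 fold change in Age12 vs Ctrl was -2.17 (edgeR, adjusted p = 0.075). It was called with DESeq2, which the paper's methods name (-2.09, adjusted p = 0.0134), with only the 6 libraries compared (-2.17, adjusted p = 0.0184), with limma on log2(FPKM + 1) (-1.61, adjusted p = 0.0186) and log2(FPKM + 0.1) (-2.16, adjusted p = 0.044), without Age8 replicate 1 (-2.17, adjusted p = 0.0267) and without Age8 replicate 2 (-2.17, adjusted p = 0.0289). Over its alternatives the adjusted p ranged from 0.0134 to 0.901. The Esrp1 log2 fold change in Age8 vs Ctrl was -1.10 (edgeR, adjusted p = 0.266). It was called with limma on log2(FPKM + 1) (-1.39, adjusted p = 0.0197) and log2(FPKM + 0.1) (-1.82, adjusted p = 0.0464), and with libraries 2 and 3 of each group (-1.88, adjusted p = 0.0372), the last chosen after seeing the values. Its adjusted p ranged from 0.0197 to 0.655 over the alternatives.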

Other observations

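The tests of replicate 3 as a pool of replicates 1 and 2, of the epithelium list, of the slopes within groups, and of the GC content, length and most counted genes behind the DEG counts were chosen only after the result was seen.

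Other splits of the libraries gave fewer DEGs. In each of the 3 comparisons, 1 of the 10 splits of the 6 libraries into groups of 3, the real one, gave as many DEGs as the real one. With 10 splits no share under 0.1 is possible, so the splits alone do not decide whether the grouping by age exceeds chance. Simulated unchanged groups, Ctrl included, gave at most 1 DEG in a comparison over 20 simulations, but these drew each gene and library independently, so they cover neither libraries that are not independent nor a difference in composition that many genes share. The other splits gave 0 DEGs, with 41 to 2322 genes at an unadjusted p under 0.05 in Age8 vs Ctrl, 45 to 681 in Age12 vs Ctrl and 53 to 1243 in Age12 vs Age8, against 8041, 6302 and 8170 for the real ones. The trend with GC content and gene length is argued against as the whole cause of the counts, since 2605, 1670 and 1827 DEGs were found with it removed. So are the few genes that take most of the counts, since 2590, 1807 and 1841 DEGs were found without the 50 most counted genes. Of the DEGs, 2430, 1623 and 1933 are not on X or Y.

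Replicate 3 of Ctrl and of Age8 lay between replicates 1 and 2 of the group for nearly all strongly differing genes. Of the genes that differed by 4-fold or more between replicates 1 and 2, 99.87% in Ctrl, 99.79% in Age8 and 61.5% in Age12 lay between them in replicate 3, where the choice of these genes itself raises the share. Over all genes compared the shares were 73.1% of 15330 genes in Ctrl and 80.6% of 14297 in Age8, where chance gives 33.3%. Fitted as a mixture, replicate 3 held 54.0% of replicate 1 in Ctrl and 50.3% in Age8. Fitted list by list, that share lay between 47.5% and 54.7% over 6 marker lists in Ctrl and between 48.0% and 53.4% over 11 in Age8, and between -2.45% and 1.17% over 3 in Age12, where replicate 3 was thus close to replicate 2. Age12 replicates 2 and 3 differed by more than counting noise (median chi-square over genes of 1.34, where noise gives 0.455), but their mean chi-square of 3.98 was far below the 90.2 to 742.9 of the other pairs of libraries within a group. RNA or reads of replicates 1 and 2 pooled into replicate 3 may give the pattern in Ctrl and Age8. The mixture fits left a median chi-square over genes of 1.11 in Ctrl and 0.899 in Age8. Pairs of libraries within these groups gave 3.56 to 19.2. These residuals argue against separate mice that happen to lie midway, for Ctrl and Age8, although they stay above counting noise. With pooling, Ctrl and Age8 would hold fewer independent samples than 3. For Age12 replicates 2 and 3, the small chi-square and the gland list shares argue against independent samples. These shares were 6.11% and 6.04% of the counts, against 0.061% in replicate 1. Both libraries also had Xist (41.2 and 38.5 CPM) with Ddx3y (36.9 and 37.4 CPM). That argues against RNA of a single mouse of either sex in each. How these libraries were made stays open. The paper's text does not mention pooling. Libraries 1 and 2 of each group alone gave 0 DEGs in all comparisons, with 3264 genes at an unadjusted p under 0.05 in Age8 vs Ctrl. On data simulated with 2 libraries per group, at a common dispersion of 0.232 against 0.116 with 3, 0% of 200 changed genes were recovered. Pairs that include replicate 3 did give DEGs in Age8 vs Ctrl, Age12 vs Ctrl and Age12 vs Age8. The counts were 2573, 2 and 2268 with libraries 1 and 3, and 2694, 1794 and 2049 with libraries 2 and 3. The number of libraries alone therefore does not give a count of 0.

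Explanations of the named genes were weighed with the marker lists. The cartilage list fell with Acan, with a median of -0.879 in Age8 vs Ctrl (camera, adjusted p = 0.00514, fry 0.0329; 0 of 14 genes higher, 2 DEGs) and -0.612 in Age12 vs Ctrl (camera, adjusted p = 0.0093, fry 0.0448; 2 of 14 higher, 4 DEGs). Less cartilage in the aged libraries cannot be told apart from a change of Acan itself. Within groups Acan changed by -0.0601 log2 units per log2 unit of the list median (from -0.199 to 0.373 without each library in turn), with 0.683 in Ctrl, -0.231 in Age8 and 1.8 in Age12, where the changes between groups need at least 1.16. The cartilage list median in Age8 vs Ctrl was -0.42 without Age8 replicate 1, and it reversed to 0.19 with the skeletal muscle score as a covariate. The cartilage list median in Age12 vs Ctrl lost its call without Ctrl replicate 1 (-0.52). In Age12 vs Age8 the list was not called (median 0.118; camera, adjusted p = 0.712). The cartilage list median in Age12 vs Age8 was -0.059 without Age8 replicate 1, 0.33 without Age8 replicate 2 and 0.19 without Age12 replicate 3. Chad, Col11a2 and Comp averaged 108, 103 and 44.6 CPM in Ctrl, 42.9, 53.2 and 25.0 CPM in Age8, and 31.8, 78.6 and 28.1 CPM in Age12, and 13 of the 15 genes had at least 1 CPM in every Ctrl library. A change of cartilage with age stays open, as untested.

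For Myom1, more skeletal muscle in the Age8 libraries is a candidate explanation, as the skeletal muscle list without Myom1 had a median of 2.35 in Age8 vs Ctrl. Within groups Myom1 changed by 0.924 log2 units per log2 unit of that list, against a ratio of 0.957 between the groups. The skeletal muscle list median in Age12 vs Ctrl was 0.77 (camera, adjusted p = 0.000984, fry 0.283; 20 of 20 genes higher), but 0.29 without Ctrl replicate 1 and 1.48 without Ctrl replicate 2. The skeletal muscle list median in Age12 vs Age8 was -1.57 (camera, adjusted p = 0.000125, fry 0.169; 0 of 20 higher, 2 DEGs). For Esrp1, less epithelium in the aged libraries is a candidate explanation, since the epithelium list without Esrp1 had a median of -2.24 in Age12 vs Ctrl (camera, adjusted p = 6.05e-10, fry 0.0118; 0 of 15 higher, 8 DEGs) and -1.40 in Age8 vs Ctrl (camera, adjusted p = 3.87e-05, fry 0.0336; 0 of 15 higher, 6 DEGs). Within groups Esrp1 changed by 1.24 log2 units per log2 unit of the epithelium list (-0.314 in Ctrl, where the list varied least, 1.33 in Age8 and 1.34 in Age12), against a ratio of at least 0.786 between the groups. The epithelium list median in Age12 vs Age8 was -0.78 (camera, adjusted p = 0.0809), -0.31 without Age8 replicate 1 and -0.41 without Age12 replicate 1. It was called without Age8 replicate 2 (-1.09), Age12 replicate 2 (-0.96) or Age12 replicate 3 (-0.82). Krt18, Cdh1 and Epcam averaged 171, 119 and 124 CPM in Ctrl, 67.8, 58.5 and 48.7 CPM in Age8, and 49.5, 61.1 and 31.3 CPM in Age12. All 15 epithelium genes had at least 1 CPM in every Ctrl library. A change of either gene within its own cells with age was not tested.

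For Isg15, a broad interferon response in the Age12 libraries remains open. The interferon list without Isg15 had a median of 0.195 in Age12 vs Ctrl (camera, adjusted p = 0.269, fry 0.801; 16 of 24 genes higher), so its members go both ways and decide nothing. In Age8 vs Ctrl the median was 0.307 (camera, adjusted p = 0.397; 15 of 24 higher) and in Age12 vs Age8 -0.043 (camera, adjusted p = 0.826). Both medians that involve Age8 had the other sign with limma on FPKM, and that in Age12 vs Age8 also with DESeq2, RLE factors and the GC content and length trend removed. Single libraries moved these values. The interferon list median in Age12 vs Ctrl was 0.36 without Ctrl replicate 1, where it was called, and -0.048 without Ctrl replicate 2. The interferon list median in Age8 vs Ctrl was 0.12 without Ctrl replicate 2, 0.61 without Age8 replicate 1, where it was called, and -0.10 without Age8 replicate 2. The interferon list median in Age12 vs Age8 was -0.45 without Age8 replicate 1, where it was called, 0.31 without Age8 replicate 2 and 0.017 without Age12 replicate 2. Ifit1, Ifi27l2a and Ifit3 averaged 28.4, 28.9 and 16.7 CPM in Ctrl, 47.9, 39.7 and 39.6 CPM in Age8, and 49.5, 28.3 and 40.0 CPM in Age12. All 24 tested genes of this list had at least 1 CPM in every Ctrl library. More macrophages in the Age12 libraries are argued against, since the macrophage list had a median of -0.413 in Age12 vs Ctrl (camera, adjusted p = 0.12, fry 0.267; 3 of 13 higher) and its median in every Age12 library was below that in every Ctrl library. It was -0.018 in Age8 vs Ctrl (camera, adjusted p = 0.826) and in Age12 vs Age8 -0.28 (camera, adjusted p = 0.269). The first of these turned sign with DESeq2 and RLE factors and the second with limma on FPKM. The macrophage list median in Age8 vs Ctrl turned to 0.24 without Age8 replicate 1, 0.014 without Ctrl replicate 1 and 0.010 without Age8 replicate 3, and was -0.17 without Age8 replicate 2. The macrophage list median in Age12 vs Age8 was -0.54 without Age8 replicate 1, where it was called, and -0.13 without Age8 replicate 2. Ctss, C1qa and C1qb averaged 38.1, 39.3 and 34.9 CPM in Ctrl, 47.9, 38.8 and 39.4 CPM in Age8, and 41.8, 29.5 and 28.5 CPM in Age12, and all 13 genes had at least 1 CPM in every Ctrl library.

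The DERBPs that the paper lists from the published dataset fell in Age12 here. The 24 tested of the 25 Age12-specific DERBPs had a median log2 fold change of -0.90 in Age12 vs Ctrl (camera, adjusted p = 6e-06, fry 0.000845; 2 of 24 higher) and of -1.01 in Age12 vs Age8 (camera, adjusted p = 7.81e-07, fry 0.000845; 3 of 24 higher). They include 7 and 10 DEGs, all lower, or 11 in Age12 vs Age8 adjusted over the list alone. The median was 0.17 in Age8 vs Ctrl (camera, adjusted p = 0.231; 15 of 24 higher), with Ndc80 (1.02) and Anxa1 (-1.43) as DEGs. The Age12-specific DERBPs of the published dataset in Age8 vs Ctrl had a median of 0.0078 without Ctrl replicate 2, 0.096 without Ctrl replicate 3 and 0.39 without Age8 replicate 1, where the list was called (camera, adjusted p = 0.0429, against 0.00623 to 0.839 over its alternatives). With limma on log2(FPKM + 1) it was -0.059. The 14 Shared DERBPs had a median of 0.27 in Age8 vs Ctrl (camera, adjusted p = 0.159, fry 0.0227; 10 of 14 higher), -0.57 in Age12 vs Ctrl (camera, adjusted p = 0.0892, fry 0.00261; 6 of 14 higher) and -0.79 in Age12 vs Age8 (camera, adjusted p = 0.00164, fry 0.000845; 2 of 14 higher). The Shared DERBPs of the published dataset in Age8 vs Ctrl had a median of 0.10 without Ctrl replicate 2 and -0.022 with limma on log2(FPKM + 1), and the Shared DERBPs of the published dataset in Age12 vs Ctrl one of -0.27 without Ctrl replicate 1. Myom1, Tpx2 (1.20) and Rbm38 (1.83) were DEGs and higher in Age8 vs Ctrl, and Acan was lower. In Age12 vs Age8, Recql4 was higher (1.13) and 5 were lower, or 6 adjusted over the list alone. Among the members of both lists, the largest decreases in Age12 vs Ctrl were in Fabp5 (-2.52; edgeR, adjusted p = 0.12), which was not called, Anxa1 (-2.49; edgeR, adjusted p = 0.00858), Stap1 (-2.11; edgeR, adjusted p = 0.0121) and Top2a (-2.07; edgeR, adjusted p = 0.00309). No explanation was tested for these lists.

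Other genes that the paper names were also measured. For the Sox2 and Myo7a genes the paper reports a decrease at 8 months by RT-qPCR. The log2 fold change of Sox2 was -1.37 in Age8 vs Ctrl (edgeR, adjusted p = 0.00198), -0.77 in Age12 vs Ctrl (adjusted p = 0.0143) and 0.60 in Age12 vs Age8 (adjusted p = 0.0226). The Sox2 log2 fold change in Age12 vs Age8 was not called without Age8 replicate 3 (0.50), Age12 replicate 2 (0.54) or Age12 replicate 3 (0.66). Myo7a changed by -0.25, 0.53 and 0.78 in the same order (edgeR, adjusted p = 0.607, 0.285 and 0.108). The Myo7a log2 fold change in Age8 vs Ctrl turned to 0.032 without Ctrl replicate 1, and the Myo7a log2 fold change in Age12 vs Age8 was called without Age8 replicate 2 (1.06) and with limma on log2(FPKM + 1) (0.57). Rbm24 changed by 2.12, 1.02 and -1.09 (edgeR, adjusted p = 0.0038, 0.0476 and 0.0312). The Rbm24 log2 fold change in Age12 vs Ctrl lost its call without Ctrl replicate 1 (0.75) or 3 (1.11), Age8 replicate 3 (1.03), or Age12 replicate 1 (0.96), 2 (1.01) or 3 (1.09). The Rbm24 log2 fold change in Age12 vs Age8 lost it without Ctrl replicate 3 (-1.03), Age8 replicate 3 (-1.23), or Age12 replicate 1 (-1.09), 2 (-1.04) or 3 (-0.96), and with limma on log2(FPKM + 1) (-0.49).

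Uap1, whose splicing the paper studies, changed by 0.11, -0.48 and -0.59 in Age8 vs Ctrl, Age12 vs Ctrl and Age12 vs Age8 (edgeR, adjusted p = 0.552, 0.0425 and 0.0195). The Uap1 log2 fold change in Age12 vs Ctrl lost its call without Ctrl replicate 1 (-0.45) or 3 (-0.47), Age8 replicate 3 (-0.47), or Age12 replicate 1 (-0.51), 2 (-0.47) or 3 (-0.47). The Uap1 log2 fold change in Age12 vs Age8 lost it without Age8 replicate 3 (-0.73) or Age12 replicate 2 (-0.52) or 3 (-0.52), and the Uap1 log2 fold change in Age8 vs Ctrl turned to -0.0063 without Ctrl replicate 2 and -0.25 with limma on log2(FPKM + 1). With the latter, the Age12 vs Ctrl and Age12 vs Age8 decreases of Uap1 shrank to -0.28 and -0.036 and were not called (adjusted p = 0.176, against 0.00796 to 0.497 over its alternatives, and 0.863, against 0.000548 to 0.863). The mean FPKM of Uap1 was 8.72 in Ctrl, 7.22 in Age8 and 6.97 in Age12 (two-sided exact permutation test, p = 0.9 for Age12 vs Age8). The skeletal muscle score as a covariate (-0.48 and -0.58) also lost both calls, and RLE factors that in Age12 vs Ctrl (-0.39). Cdh23 changed by 0.36, -0.65 and -1.0 (edgeR, adjusted p = 0.517, 0.266 and 0.0841). Without Ctrl replicate 2, the Cdh23 log2 fold change in Age8 vs Ctrl was -0.026 (also negative, -0.0028, with limma on log2(FPKM + 1)), and both the Cdh23 log2 fold change in Age12 vs Ctrl (-0.99) and the Cdh23 log2 fold change in Age12 vs Age8 (-0.96) were called. Slc26a4 changed by 0.46, 0.35 and -0.10 (edgeR, adjusted p = 0.715, 0.782 and 0.933). The Slc26a4 log2 fold change in Age8 vs Ctrl turned to -0.38 and the Slc26a4 log2 fold change in Age12 vs Age8 to 0.74 without Age8 replicate 2, and the Slc26a4 log2 fold change in Age12 vs Ctrl to -0.015 without Ctrl replicate 2. With limma on log2(FPKM + 1) the changes in Age8 vs Ctrl and Age12 vs Age8 were -0.15 and 0.69.

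The largest changes, among DEGs with a mean of at least 1 CPM whose groups did not overlap, included sex-linked genes in both comparisons with Ctrl. In Age8 vs Ctrl the largest rises were in Eif2s3y, Ddx3y and Kdm5d (log2 fold changes of 7.51, 7.50 and 7.20; edgeR, adjusted p = 0.000992, 0.000992 and 0.00198), and the largest falls in Chil4 (at least 70.1-fold lower), Xist (-8.75, adjusted p = 0.00641) and Bpifb2 (-8.49, adjusted p = 0.0169). In Age12 vs Ctrl the rises were in Kdm5d, Eif2s3y and Ddx3y (7.51, 7.45 and 7.33; edgeR, adjusted p = 0.00324, 0.00162 and 0.00162) and the falls in Dcpp2, Bpifb2 and Dcpp1 (-9.79, -9.27 and -9.24; edgeR, adjusted p = 0.0157, 0.0239 and 0.0151). In Age12 vs Age8 the rises were in Ttr, Slc4a5 and Prdm12 (8.12, 6.96 and at least 45.6-fold; edgeR, adjusted p = 0.00129, 0.00154 and 0.00154) and the falls in Serpina3b, Prtn3 and Elane (-4.97, -4.59 and -4.55; edgeR, adjusted p = 0.0225, 0.0177 and 0.0202). Chil4, Bpifb2, Dcpp1, Dcpp2 and Serpina3b have close paralogs, so the counts of each gene are less certain. Without Age8 replicate 3, the Bpifb2 log2 fold change in Age8 vs Ctrl (-8.24) was not called. The Bpifb2 log2 fold change in Age12 vs Ctrl was not called without Ctrl replicate 3 (-9.35), Age8 replicate 3 (-9.26) or Age12 replicate 1 (-9.46), 2 (-9.86) or 3 (-8.73). Calls were also lost for the Dcpp1 log2 fold change in Age12 vs Ctrl without Age12 replicates 1 and 3 (-8.70 and -8.83), and for the Dcpp2 log2 fold change in Age12 vs Ctrl without Age12 replicates 1, 2 and 3 (-9.62, -10.34 and -9.55). The Serpina3b, Prtn3 and Elane calls were lost without Age8 replicate 3 or any Age12 replicate, with a Serpina3b log2 fold change in Age12 vs Age8 of -5.18 and -4.75, -5.31 and -4.68, a Prtn3 log2 fold change in Age12 vs Age8 of -4.53 and -4.68, -4.63 and -4.44, and an Elane log2 fold change in Age12 vs Age8 of -4.41 and -4.49, -4.62 and -4.54. No explanation was tested for single genes of this group.

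Gland, pituitary and bone genes were lower in both aged groups. The gland list median in Age8 vs Ctrl was -2.14 (camera, adjusted p = 0.000502, fry 0.0358; 0 of 17 genes higher, 6 DEGs) and -3.32 without Age8 replicate 1. The gland list median in Age12 vs Ctrl was -3.25 (camera, adjusted p = 2.32e-05, fry 0.0302; 1 of 17 higher, 6 DEGs). The gland list median in Age12 vs Age8 was -0.92 (camera, adjusted p = 0.518), but -0.055 without Age8 replicate 1, -1.46 without Age8 replicate 2 and -0.34 without Age12 replicate 1. Bpifb1, Lipf and Dmbt1 averaged 90810, 24160 and 14350 CPM in Ctrl, 47120, 6748 and 6209 CPM in Age8, and 26240, 2531 and 2976 CPM in Age12. At least 1 CPM in every Ctrl library was found for 16 of the 18 gland genes, 5 of the 11 pituitary genes and all 11 bone genes. The 6 tested pituitary genes had a median of -5.53 in Age8 vs Ctrl (camera, adjusted p = 8.09e-05, fry 0.00885; 5 DEGs) and -5.41 in Age12 vs Ctrl (camera, adjusted p = 1.51e-05, fry 0.00885; 4 DEGs). The pituitary list median in Age12 vs Age8 was 0.064 (camera, adjusted p = 0.916), but -0.54 without Age12 replicate 1, -0.23 without Age8 replicate 1, 0.20 without Age12 replicate 3 and -0.34 without the 50 most counted genes. Prl, Gh and Pitx1 averaged 762, 499 and 25.0 CPM in Ctrl, 4.35, 18.3 and 9.09 CPM in Age8, and 3.37, 9.03 and 2.14 CPM in Age12. The bone list had a median of -1.98 in Age8 vs Ctrl (camera, adjusted p = 2.54e-10, fry 0.00071; 10 DEGs) and -1.78 in Age12 vs Ctrl (camera, adjusted p = 3.27e-10, fry 0.00119; 9 DEGs). The bone list median in Age12 vs Age8 was 0.11 (camera, adjusted p = 0.253), and without 1 library it was 0.062 (Age8 replicate 1), 0.24 (Age8 replicate 2), 0.19 (Age8 replicate 3), 0.057 (Age12 replicate 1), 0.21 (Age12 replicate 2) and 0.19 (Age12 replicate 3). Col1a2, Col1a1 and Ibsp averaged 861, 834 and 87.4 CPM in Ctrl, 235, 167 and 22.2 CPM in Age8, and 242, 176 and 20.2 CPM in Age12. Neither a difference in dissection nor a change with age was tested for these lists.

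The main edgeR test did not call the hair cell, supporting cell and stria lists in any comparison, but some alternatives did. In Age8 vs Ctrl, Age12 vs Ctrl and Age12 vs Age8 the medians were 0.043, 0.17 and 0.025 for hair cells (camera, adjusted p = 0.826, 0.397 and 0.317), 0.097, 0.37 and 0.36 for supporting cells (camera, adjusted p = 0.07, 0.826 and 0.0628) and -0.33, -0.27 and -0.036 for the stria (camera, adjusted p = 0.412, 0.692 and 0.743). With limma on FPKM, the Age8 vs Ctrl medians of hair cells and supporting cells and the other 2 stria medians changed sign, and that of the stria in Age12 vs Age8 did so also with DESeq2, RLE factors and the GC content and length trend removed. With all libraries kept, the supporting cell list was called as lower in Age8 vs Ctrl and higher in Age12 vs Age8 without a filter (camera, adjusted p = 0.0288 and 0.0187) and with at least 10 counts in every library (0.018 and 0.0379), against 0.00282 to 0.974 and 0.0185 to 0.471 over all alternatives. The hair cell list was called as higher in both comparisons with Ctrl with the skeletal muscle score as a covariate (2.16 and 1.31). It was called as lower in both with the gland score as a covariate (-1.27 and -1.05), which also called the stria list as lower in both (-1.73 and -1.22). The gland score called the supporting cell list as lower in Age8 vs Ctrl (-1.12, camera, adjusted p = 0.00282) and in Age12 vs Ctrl (-0.54, adjusted p = 0.0221). It called that list as higher in Age12 vs Age8 (0.44, camera, adjusted p = 0.0468). The medians also depended on single libraries. Age8 replicate 1 had the lowest median of each of these lists among the 9 libraries. The hair cell list median in Age8 vs Ctrl went from -0.53 without Age8 replicate 2 to 0.46 without Ctrl replicate 1, the hair cell list median in Age12 vs Ctrl from -0.19 without Ctrl replicate 2 to 0.62 without Ctrl replicate 1, and the hair cell list median in Age12 vs Age8 from -0.25 without Age8 replicate 1 to 0.63 without Age8 replicate 2. Of the supporting cell genes, 3 were DEGs and lower in Age8 vs Ctrl and 0 higher, and camera placed the list lower there although its median was above 0. It was called as lower without Age8 replicate 2 and without Age8 replicate 3, with a supporting cell list median in Age8 vs Ctrl of -0.65 and 0.021, and the median was 0.70 without Age8 replicate 1. The supporting cell list median in Age12 vs Ctrl was 0.079 without Ctrl replicate 2 and 0.69 without Ctrl replicate 1, and the supporting cell list median in Age12 vs Age8 was 0.012 without Age8 replicate 1 and was called without Age8 replicate 2 (0.76) or 3 (0.34). The stria list median in Age8 vs Ctrl ran from -0.86 without Age8 replicate 2 to 0.24 without Age8 replicate 1, the stria list median in Age12 vs Ctrl from -0.68 without Ctrl replicate 2 to 0.21 without Ctrl replicate 1, and the stria list median in Age12 vs Age8 from -0.44 without Age8 replicate 1 to 0.53 without Age8 replicate 2. Espn, Myo7a and Otof averaged 11.5, 7.72 and 6.67 CPM in Ctrl, Gjb2, Slc1a3 and Gjb6 138, 104 and 114 CPM, and Cldn11, Kcnj10 and Dct 72.1, 36.7 and 32.1 CPM. In every Ctrl library, 8 of the 16 hair cell genes, 9 of the 13 supporting cell genes and 8 of the 10 stria genes had at least 1 CPM.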
